# MiR-19a-3p Suppresses M1 Macrophage Polarization by Inhibiting STAT1/IRF1 Pathway

**DOI:** 10.3389/fphar.2021.614044

**Published:** 2021-05-04

**Authors:** Xiaoxiao Zhu, Qiang Guo, Jing Zou, Bin Wang, Zhen Zhang, Ran Wei, Lin Zhao, Yunhong Zhang, Chu Chu, Xiaoxiao Fu, Xia Li

**Keywords:** M1 macrophage, macrophage polarization, miR-19a-3p, STAT1, post-transcriptional regulation

## Abstract

Macrophages, an important type of immune cells, are generally polarized to classically activated macrophage (M1) or alternatively activated macrophage (M2) to respond to environmental stimuli. Signal transducer and activator of transcription 1 (STAT1), a very important transcription factor, can promote M1 macrophage polarization. However, the mechanisms of regulating STAT1 in macrophage polarization remain unclear. In the present study, STAT1 was markedly elevated, however, miR-19a-3p was down-regulated in interferon (IFN)-γ and lipopolysaccharide (LPS) treated RAW264.7 cells, and dual-luciferase reporter assay identified that miR-19a-3p directly targeted STAT1 by binding to its 3′UTR. Up-regulated miR-19a-3p inhibited M1 polarization by targeting STAT1/interferon regulatory factor 1 (IRF1) and vice versa *in vitro*. Consistently, overexpression of miR-19a-3p in LPS treated mice by systemically administering agomiR-19a-3p effectively reduced the inflammation in mouse lung tissues, and inhibited M1 macrophage polarization via suppressing STAT1/IRF1 pathway. In summary, our study confirmed that miR-19a-3p, as a direct regulator of STAT1, inhibited M1 macrophages polarization. The miR-19a-3p/STAT1/IRF1 pathway can potentially be used to design novel immunotherapy for modulating macrophage polarization.

## Introduction

Macrophages, an essential component of innate immunity, have high plasticity and can display divergent phenotypes and functions (Lawrence and Natoli, 2011). In respond to different environmental stimuli, macrophages can develop into classically activated macrophages (M1 type) and alternatively activated macrophages (M2 type) (Franklin and Li, 2016; Cassetta and Pollard, 2020; Larionova et al., 2020b). M1 macrophages play a prominent role in immune surveillance by secreting pro-inflammatory cytokines and chemokines, and high antigen presentation. While M2 macrophages have significant effects in immune regulation by secreting cytokines IL-10 and/or TGF-β which are related to anti-inflammatory effect (Lawrence and Natoli, 2011; Hamilton et al., 2014; Bi et al., 2016; Shapouri-Moghaddam et al., 2018). Many transcription factors play important roles in macrophage polarization, such as interferon regulatory factors (IRFs), nuclear transcription factor-κB (NF-κB), signal transducer and activator of transcriptions (STATs), and so on (Lawrence and Natoli, 2011; Glass and Natoli, 2016; Huang et al., 2018; Li et al., 2018; Ma et al., 2018; Larionova et al., 2020a). Among them, STAT1 exerts a crucial role in modulating the polarization of macrophages.

STAT1, a major member of the STAT family, is activated by janus kinase (JAK) upon the stimulation of interferon (IFN)-γ (Osterlund et al., 2007). Activated STAT1 homodimers transfer into the nucleus and promote IFN-γ-response genes related to anti-virus, antigen present, and microbicidal function (Hu and Ivashkiv, 2009; Wynn et al., 2013). STAT1 is involved in cell differentiation, function and apoptosis processes, as well as tumor, chronic inflammation and autoimmune diseases (Li et al., 2015a; He et al., 2016; Dufour et al., 2018; Wang and Zhu, 2019). More recently, several researches uncovered the effects of STAT1 in macrophage polarization, and underline the significance of the STAT1-mediated macrophages’ activation (Kernbauer et al., 2012; Juhas et al., 2015). In human primary macrophage, RAW264.7 and THP-1 cells PARP14 silencing promoted IFN-γ-induced STAT1 activation and promoted pro-inflammatory macrophage polarization (Iwata et al., 2016). Ning Ding et al. pointed out that STAT1 played a significant role in M1 polarization, whereas physalin D suppressed the STAT1 activation to inhibit M1 polarization (Ding et al., 2019). These studies discover that STAT1 plays key roles in M1 polarization, while the up-stream factors that regulate STAT1 expression are poorly understood.

MicroRNAs (miRNAs) are highly conserved non-coding small RNAs, ranging from 21 to 25 nucleic acids. By binding to the 3′ untranslated region (3′UTR) of the target gene, miRNAs regulate the target gene at the post-transcriptional level (Iwakawa and Tomari, 2015; Xu et al., 2015). miRNAs are closely related to a series of important activities such as metabolism, cell cycle, growth, differentiation, proliferation, apoptosis, and so on (Urbich et al., 2008; Zhang, 2008). Emerging studies have indicated that miRNAs play important roles in macrophage polarization (Jaiswal et al., 2019; Miranda et al., 2018; Qian et al., 2020; Yu et al., 2017; Zhu et al., 2020). For instance, miR-1246 promotes M2 macrophage polarization by inhibiting telomeric repeat binding factor 2-interacting protein (TERF2IP) (Qian et al., 2020). MiR-145 is related to M2 macrophage polarization by inhibiting IL-16 and promoting IL-10 expression (Huang et al., 2019). MiR-99a suppresses M1 macrophage polarization via inhibiting tumor necrosis factor (TNF) expression (Jaiswal et al., 2019). Therefore, miRNAs have been shown to regulate macrophage polarization by strictly controlling transcription factors.

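In the mouse gene annotation of assembly GRCm38.p6, genes were ordered by start position. This order does not show whether a gene lies within another. By it, Mir19a, the gene of miR-19a-3p, is followed by Mir20a, Mir19b-1, the long non-coding host gene Mir17hg and Mir92-1. Mir18 and Mir17 precede it. The nearest protein-coding gene among its 6 following neighbours is Gpc5. Relatives of this cluster lie on other chromosomes. On chromosome X, Mir20b stands among Mir363, Mir92-2, Mir19b-2, Mir18b and Mir106a. On chromosome 5, the start positions of Mir25, Mir93 and Mir106b come after that of Mcm7. On the array used in this study, miR-19a-3p was read by 2 probes with 15 spots each. The longer one has the sequence TCAGTTTTGCATAGATTTGCA, and its alignment with the longest probe of miR-19b-3p over 20 bases shows 1 difference.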

MiR-19a-3p, a member of the miR-17-92 miR cluster, is located on human chromosomes 13 and mouse chromosomes 14, respectively. A large number of studies have shown that miR-19a-3p is involved in the occurrence and development of a variety of cancers, including breast cancer, lung cancer, gastric cancer, hepatocellular carcinoma and so on (Wang et al., 2013a; Li et al., 2014; Lu et al., 2014; Li et al., 2015b; Tan et al., 2015; Ma et al., 2016; Feng et al., 2018; Wang et al., 2019), and high levels of serum miR-19a-3p can be used as an independent prognostic indicator in patients with non-small cell lung cancer and esophageal squamous cell carcinoma (Lin et al., 2013; Xu et al., 2014). Meanwhile, researches have reported miR-19a-3p is related to proliferation, apoptosis, metastasis, and chemo-resistance process of malignant tumors (Yang et al., 2014; Ma et al., 2016; Jiang et al., 2018; Wang et al., 2019). These studies indicate that miR-19a-3p is involved in a variety of physiological and pathological processes, but the role of miR-19a-3p in macrophage polarization has not been fully elucidated.

Recently, a growing number of researches have indicated that STAT1 can be controlled by some miRNAs. For example, up-regulated miR-146a can reduce NK cell-mediated cytotoxicity and the expression of TNF-α and IFN-γ by targeting STAT1 (Xu et al., 2017), and depresses T-cell immune function in chronic hepatitis B (CHB) patients by inhibiting STAT1 (Wang et al., 2013b). Moreover, enhancing the expression of miR-30a in subcutaneous fat pads of diabetic mice can increase insulin sensitivity, energy consumption, and reduce liver ectopic fat deposition and inflammation of white adipose tissue by inhibiting STAT1 signaling pathway (Koh et al., 2018). However, the mechanisms of miRNAs in macrophage polarization through targeting STAT1 are still unclear.

In this study, microarray analysis showed that miR-19a-3p was reduced, while STAT1 was increased significantly in M1 macrophages derived from RAW264.7 cells, and miR-19a-3p was negatively correlated with STAT1. Overexpression of miR-19a-3p suppressed M1 polarization whereas inhibition of miR-19a-3p showed the opposite result *in vitro.* Moreover, overexpressed miR-19a-3p reduce lung inflammation by depressing M1 macrophages in mice treated with LPS. Furthermore, we found that miR-19a-3p suppressed M1 polarization via inhibiting STAT1/IRF1 pathway by targeting STAT1. Our study confirmed that miR-19a-3p, as a direct regulator of STAT1, affected M1 macrophage polarization for the first time.

## Materials and Methods

### Cell Culture and Treatment

293T cells and RAW264.7 cells, purchased from the Cell Bank of Chinese Academy of Sciences (Shanghai, China), were cultured in DMEM (Biological Industries [BI], Beit Haemek, Israel) supplemented 10% FBS (BI) and 1% penicillin/streptomycin. Bone marrow-derived macrophages (BMDM) were derived from bone marrow cells of 7–9 weeks C57BL/6 mice. Bone marrow cells were flushed out through serum-free 1640 medium, and centrifuged at 1,500 rpm for 10 min. The cells were maintained in 1640 medium containing 10% FBS and 50 ng/mL M-CSF (Peprotech, Chicago, IL) for 7 days to establish mouse BMDM. All the cells were cultured at 37°C with 5% CO_2_. To obtain M1 macrophages, RAW264.7 cells and BMDM cells were stimulated with IFN-γ (Peprotech) at the concentration of 20 ng/ml and LPS (Sigma-Aldrich, St. Louis, MO, United States) at the concentration of 100 ng/ml for 24 h.

### Microarray Analysis

Mouse miRNA, release 21.0 (8*60K, Design ID: 070155) was used to detect miRNA expression in OE Biotech. Co., Ltd. (Shanghai, China). M1 macrophages derived from RAW264.7 cells (*n* = 3) and unstimulated RAW264.7 (*n* = 3) were used for microarray analysis. The sample treatment, data acquirement and analyzation were performed as previously described (Zhu et al., 2020). The microarray data have been deposited in Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo) (GSE143845).

### Cell Transfection

To study the regulatory effect of miR-19a-3p on STAT1, miR-19a-3p mimics, miR-19a-3p mimics negative control (NC), miR-19a-3p inhibitor, miR-19a-3p inhibitor NC (iNC) (GenePharma, Shanghai, China) were transfected into RAW264.7 cells with Lipofectamine 2000 (Invitrogen, Waltham, MA, United States) at a final oligonucleotide concentration of 100 nM for 24 h. Rescue experiment was performed in RAW264.7 cells by co-transfecting with miR-19a-3p mimics, STAT1 plasmid or NC, vector for 24 h via Lipofectamine 3000 (Invitrogen), followed with LPS plus IFN-γ treatment for 24 h. Table 1 shows the oligodeoxy nucleotide sequences used in the present study.

**TABLE 1:** miRNA sequences.

miRNAs	Sequences (5’-3’)
NC	Sense: UUC​UCC​GAA​CGU​GUC​ACG​UTT
	Antisense: ACG​UGA​CAC​GUU​CGG​AGA​AGA​ATT
miR-19a-3p mimics	Sense: UGU​GCA​AAU​CUA​UGC​AAA​ACU​GA
	Antisense: AGU​UUU​GCA​UAG​AUU​UGC​ACA​UU
iNC	CAG​UAC​UUU​UGU​GUA​GUA​CAA
miR-19a-3p inhibitor	UCA​GUU​UUG​CAU​AGA​UUU​GCA​CA

NC, mimics negative control; iNC, inhibitor negative control.

### RNA Isolation and Quantitative Real-Time PCR

RNA isolation from cells and mouse tissues and qRT-PCR were similar as our previous publication using commercial kits (Zhu et al., 2020). Briefly, Total RNA were purified from cells and tissues by TRIzol Reagent and converted to miRNA and mRNA cDNA by the miRNA 1st Strand cDNA Synthesis Kit (Vazyme, Nanjing, China) and the PrimeScript RT reagent Kit (Toyobo, Osaka, Japan) respectively. To amplify miRNA and mRNA, SYBR Green was used and qRT-PCR was performed on Applied Biosystems 7500 instrument. The amplification reaction for each sample was performed in triplicate. Relative quantification was calculated by the comparative 2^−ΔΔCt^ method. The primer sequences are displayed in Table 2.

**TABLE 2:** List of primers used in the study.

Gene	Forward primer (5’- 3’)	Reverse primer (5’- 3’)
CXCL9	CCG​AGG​CAC​GAT​CCA​CTA​CA	CCG​GAT​CTA​GGC​AGG​TTT​GA
CXCL10	GAT​GAC​GGG​CCA​GTG​AGA​AT	ATC​TCA​ACA​CGT​GGG​CAG​G
iNOS	AGC​CAA​GCC​CTC​ACC​TAC​TT	TCT​GCC​TAT​CCG​TCT​CGT​CC
TNF-α	ACG​GCA​TGG​ATC​TCA​AAG​AC	AGA​TAG​CAA​ATC​GGC​TGA​CG
STAT1	GTT​CCG​ACA​CCT​GCA​ACT​GAA	AGA​GGT​GGT​CTG​AAA​GGG​AAC
IRF1	AAA​GTC​CAA​GTC​CAG​CCG​AG	GTC​CGG​GCT​AAC​ATC​TCC​AC
ACTB	TCC​TTC​TTG​GGT​ATG​GAA​TCC​TG	TGC​TAG​GAG​CCA​GAG​CAG​TA
IRF4	AAC​TCC​GAC​AGT​GGT​TGA​TCG	CCC​TTC​TCG​GAA​CTT​GCC​TT
IRF7	GTG​ATC​TTT​CCC​AGT​CCT​GCT	TGC​CTA​CCT​CCC​AGT​ACA​CC
STAT3	ACG​AAA​GTC​AGG​TTG​CTG​GT	CAG​CAA​CAT​CCC​CAG​AGT​CTT
STAT6	CGG​AGC​TAC​TGG​TCA​GAT​CG	GGA​TGA​CGT​GTG​CAA​TGG​TG
Arginase-1	AAC​ACT​CCC​CTG​ACA​ACC​AG	CGC​AAG​CCA​ATG​TAC​ACG​AT
miR-19a-3p	TAA​TCA​CTG​TGC​AAA​TCT​ATG​CAA	TAT​GGT​TTT​GAC​GAC​TGT​GTG​AT
miR-19b-3p	TGT​CAT​AAT​CAC​TGT​GCA​AAT​CC	TAT​GGT​TTT​GAC​GAC​TGT​GTG​AT
miR-20a-5p	GCC​CGC​TAA​AGT​GCT​TAT​AGT​G	GCT​GTC​AAC​GAT​ACG​CTA​CGT
miR-20b-5p	CAA​AGT​GAT​CAT​AGT​GCA​GGT​A	GGG​ACC​TTG​GTT​AGG​TGC​AC
miR-18a-5p	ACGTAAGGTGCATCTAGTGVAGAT	GTGCAGGGTCCGAGGT
miR-93-5p	GCC​ATG​TAA​ACA​TCT​CGG​ACT​G	CAA​TGC​GTG​TGG​TGG​AGG​AG
U6	ATT​GGA​ACG​ATA​CAG​AGA​AGA​TT	GGA​ACG​CTT​CAC​GAA​TTT​G

CXCL9, chemokine (C-X-C motif) ligand 9; CXCL10, chemokine (C-X-C motif) ligand 10; iNOS, inducible NO synthase; TNF-α, tumor necrosis factor-α; STAT1, signal transducer and activator of transcription 1; IRF1, interferon regulatory factor 1; IRF4, interferon regulatory factor 4; IRF7, interferon regulatory factor 7; STAT3, signal transducer and activator of transcription 3; STAT6, signal transducer and activator of transcription 6; ACTB, beta-actin.

### Western Blot Analysis

Proteins from cells and tissues were extracted by RIPA buffer (Solarbio, Beijing, China) and quantified by BCA Protein Assay Kit (Thermo Scientific, Massachusetts). Antibodies against STAT1 (1:1,000, 14995, Cell Signaling Technology, Danvers, MA, United States), iNOS (1:1,000, 2982, Cell Signaling Technology, Danvers, MA, United States), phosphorylated STAT1 (p-STAT1, 1:1,000, 9167, Cell Signaling Technology), IRF1 (1:1,000, 8478, Cell Signaling Technology), Arginase-1 (1:1,000, 9819s, Cell Signaling Technology) and GAPDH (1:10,000, ab181603, Abcam, Cambridge, MA, United States) were used.

### Enzyme-Linked Immunosorbent Assay

The medium from RAW264.7 cells, IFN-γ plus LPS induced RAW264.7 cells, IFN-γ plus LPS induced RAW264.7 cells transfected with miR-19a-3p mimics or inhibitor, and mouse blood plasma sample were collected. TNF-α, Chemokine (C-X-C motif) ligand 9 (CXCL9), CXCL10 in the supernatants were detected with mouse TNF-α (70-EK282/3-96), CXCL9 (70-EK2143/2-24), CXCL10 (70-EK268/2-96) ELISA Kit (MultiSciences, Hangzhou, China). ELISA was performed on each sample in triplicate.

### Immunofluorescence

RAW264.7 cells were transfected with miR-19a-3p mimics, miR-19a-3p mimics NC, miR-19a-3p inhibitor, and miR-19a-3p iNC for 24 h respectively. After that, the cells were stimulated with LPS and IFN-γ for 24 h. Fixed by 4% paraformaldehyde for 30 min, the cells were infiltrated with 1% Triton X-100 for 10 min, and blocked in 10% normal mice serum for 30 min. After incubation with STAT1 (Cell Signaling Technology) or IRF1 antibody (Cell Signaling Technology) overnight at 4°C, FITC Mouse Anti-Rabbit IgG (BOSTER, Wuhan, China) was incubated for 1 h. The nuclei were counterstained using DAPI, and the sections were observed under fluorescence microscope (IX73, Olympus, Japan).

### Luciferase Reporter Assay

Dual luciferase reporter assay was carried out as previous described (Zhu et al., 2020). In brief, the wild-type (WT) or mutant (MUT) STAT1 3′UTR was cloned into pGL3-3M-Luc vector (Promega, Madison, WI). 293T cells were co-transfected with WT or MUT luciferase reporter plasmid and 100 nM mimics or NC of miR-19a-3p for 24 h. Luciferase activity in the cells was analyzed using the Dual-Luciferase® Reporter Assay System (Promega) on GloMax 20/20 Luminometer (Promega). Relative luciferase activity was standardized to the renilla luciferase luminescence.

### Flow Cytometric Analysis

Flow cytometric analysis was carried out as previous described (Zhu et al., 2020). In brief, RAW264.7 cells transfected with miR-19a-3p mimics or inhibitor followed by LPS plus IFN-γ treatment were collected. After washed with 1 × PBS for 2 times, cells were suspended in 100 ul 1 × PBS and stained with cluster of differentiation 80 (CD80, 553769, BD Biosciences, Franklin Lakes, NJ, United States), major histocompatibility complex Ⅱ (MHC Ⅱ, 12-5321-82, eBioscience, San Diego, CA, United States), cluster of differentiation 86 (CD86, 17-0862-81, eBioscience) antibody for 30 min at 4°C in the dark. Flow cytometry was carried out by cell quest software flow cytometer (BD Biosciences).

### Animal Experiments

Eight-week-old C57BL/6 mice were obtained from Beijing Biotechnology Co., Ltd., housed in the specific pathogen-free facility. The animal study was approved by the Animal Ethics Committee of Shandong First Medical University (No. SDFMU2018-A04) and performed in accordance with the National Academies Guiding Principles for the Care and Use of Laboratory Animals, 8th edition. Mouse (*n* = 10 per group) was injected with 100 μl saline or saline containing 10 nM miR-19a-3p agomiR (Ribobio, Guangzhou, China) or 10 nM agomiR NC (Ribobio) by tail vein for 1 h, and then treated with LPS (20 mg/kg) by intraperitoneal injection, as described in a previous study (Guo et al., 2020). After 24 h of LPS treatment, blood sampling in mice eyes were collected. After centrifugation at 3,000 rpm for 10 min, mouse plasma was collected and stored at –80°C for future experiments. Peritoneal macrophages were immediately collected as previously described (Ray and Dittel, 2010). In brief, mice were intraperitoneally injected with 5 ml ice-cold 1 × PBS containing 3% fetal bovine serum (FBS) followed by massage for 5 min. Peritoneal fluid was collected into 15 ml sterile centrifuge tube followed by centrifuging at 1,500 rpm/min for 8 min. Peritoneal macrophage were cultured in DMEM containing 10% FBS at 37°C with 5% CO_2_. Then, the supernatant was removed at 4 h, and the cells were washed with DMEM slowly to remove non-adherent cells. The purity of peritoneal macrophages was detected by flow cytometry using APC-conjugated antimouse F4/80 (17-4801-82, eBioscience) antibody. After collecting peritoneal macrophages, the lungs of mice were immediately collected.

### Hematoxylin and Eosin Staining

Lung tissues were fixed in 4% paraformaldehyde and made into 5 μm paraffin slices. Sections were then baked at 60°C for 1 h and dewaxed by xylene. After hydration, tissue sections were stained with H&E (Solarbio) following standard procedures, then dehydrated with alcohol gradients followed by clearing using xylene. All histological images were obtained by an optical microscope (E100; Nikon, Japan).

### Statistical Analysis

All experiments were performed at least three independent times unless otherwise stated. Values are listed as the mean ± SEM. The 2-tailed Student *t* test was applied to calculate the statistical significance between two different groups. One-way ANOVA followed by Bonferroni test were used for multiple comparisons. Correlations were analyzed by Pearson correlation. Data were plotted using GraphPad Prism 6.0 software (GraphPad Software, Inc., CA, United States). Statistical analyses were carried out by SPSS software (version 16.0). *p* < 0.05 was considered significant.

## Results

### STAT1 is Up-Regulated in M1 Macrophages

M1 macrophages were obtained by stimulating RAW264.7 cells with IFN-γ and LPS for 24 h. The mRNA and protein expression of CXCL9, CXCL10, iNOS, and TNF-α were obviously up-regulated in IFN-γ and LPS induced RAW264.7 cells (Figures 1A–C), indicating the RAW264.7 cells were polarized to M1 macrophages. Meanwhile, the mRNA, protein expression and phosphorylation level of STAT1 were notably elevated in IFN-γ and LPS induced RAW264.7 cells (Figures 1C,D), that were consistent with previous results (Iwata et al., 2016).

**FIGURE 1:**
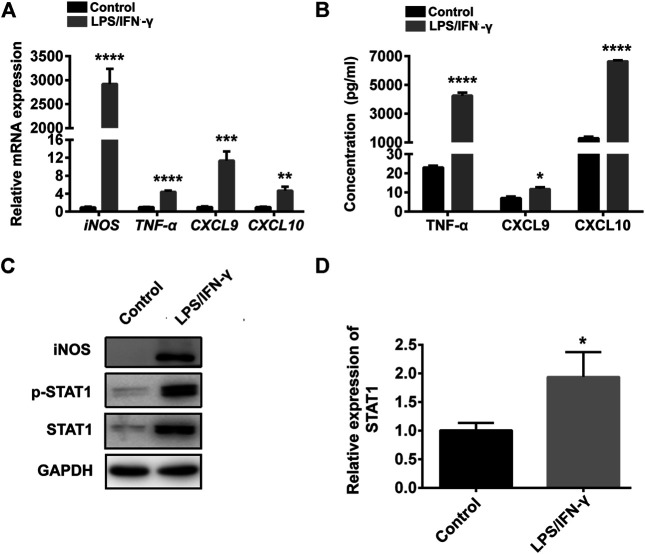
STAT1 was up-regulated in M1 macrophages. **(A)** CXCL9, CXCL10, iNOS, and TNF-α were determined by qRT-PCR in control cells (RAW264.7 cells) and RAW264.7 cells treated with LPS and IFN-γ (data were pooled from three independent experiments). **(B)** CXCL9, CXCL10, TNF-α were exhibited by ELISA in RAW264.7 cells treated with LPS and IFN-γ and control cells (data were pooled from three independent experiments). **(C)** STAT1, iNOS and p-STAT1 protein levels were measured in control cells and LPS plus IFN-γ induced RAW264.7 cells by western blot (a representative blot, from three independent experiments). **(D)** qRT-PCR analysis of STAT1 expression in control cells and LPS plus IFN-γ induced RAW264.7 cells (data were pooled from three independent experiments). Statistical significance was calculated using unpaired Student’s t-test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### MiR-19a-3p is Reduced in M1 Macrophages

To find out the association of miRNA with STAT1 in M1 macrophages, three pairs of IFN-γ plus LPS treated RAW264.7 cells and untreated cells were used in miRNA microarray assay. 

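RAW264.7, a mouse macrophage cell line, was measured on 6 one-colour arrays, 3 of cells treated with 100 ng/ml LPS and 20 ng/ml IFN-γ for 24 h and 3 of untreated control cells. Each array held 4415 probes for 1881 mouse miRNAs, with 7 to 30 spots per probe. The methods give at least 3 independent repeats for all experiments, and the legend of Figure 2B describes 3 pooled independent experiments with 3 samples per group for the qRT-PCR of these samples. Neither they nor the sample labels tie an array to a culture or say what the arrays of a pair shared, so the p-values measure the spread between these samples, part of which can be technical. All 6 arrays were on 1 slide. Control replicate 1 was scanned apart from the other 5 arrays.
The scanner software, Agilent Feature Extraction, gave a background-subtracted signal intensity for each spot and a detection call for each miRNA. The miRNAs detected numbered 190, 261 and 275 on the control arrays and 218, 247 and 254 on the arrays of treated cells. Flagged outlier spots made up 2.67 to 4.48% of the spots, and no spot was saturated. The authors also deposited a table of log2 values with 1 value per miRNA and array.
For the values given here, control spots and flagged spots were left out, spots of a probe and then probes of a miRNA were averaged, and each array was divided by its 75th percentile over the 170 miRNAs detected on all 6 arrays, the miRNAs with 6 detected values. That percentile was 145, 174 and 190 signal units on the control arrays and 70.6, 130 and 117 on the treated ones. Scaled signals below are in units of it. Log2 values were compared with limma, with Benjamini-Hochberg adjustment over the 170 miRNAs. Across these miRNAs, the correlation between arrays was 0.979 to 0.998 within the control group, 0.961 to 0.998 within the treated group and 0.829 to 0.905 between groups. The miRNAs are not independent replicates in such a correlation. The number of arrays limits the precision of every value.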

There were 44 miRNAs which have six detected values were either up- or down-regulated at least 2-fold and *p* value < 0.05 in the IFN-γ and LPS stimulated RAW264.7 cells, including 17 increased miRNAs and 27 decreased miRNAs. 

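At a fold change of at least 2 and an unadjusted p under 0.05, 54 of the 170 miRNAs differed, 31 higher and 23 lower in treated cells. With the adjusted p from limma in place of the unadjusted one, 50 remained past the thresholds, 27 higher and 23 lower. Without the fold threshold, 92 miRNAs passed the adjusted p, 50 higher and 42 lower. In all of these 92, and in 110 of the 170 tested, the 3 arrays of one group lay above the 3 of the other, which chance gives for 10% of miRNAs.
The balance of higher and lower calls rested on the scaling. The median log2 fold change of the 170 miRNAs was 0.29 after the scaling used here and -0.43 without scaling, so every change is relative to this shift. Without scaling, 6 miRNAs were higher and 46 lower at the fold threshold and unadjusted p, and 8 were higher and 58 lower at the adjusted p. With the 75th percentile over all 1881 miRNAs, these counts were 9 and 38, and 22 and 55. Quantile normalization gave 21 higher and 26 lower at the fold threshold, and 30 and 43 at the adjusted p. Median scaling gave 19 higher and 27 lower at the fold threshold. Scaling on the labelling spike-ins, chosen after the data were examined, gave 9 and 37 at the fold threshold, and 8 and 27 at the adjusted p.
Single arrays also moved the counts. With the scan as a block, 77 miRNAs passed the adjusted p, 37 higher and 40 lower. The other scan held only control replicate 1, so the block takes that array out of the comparison. The block fit and the fit of the larger scan below therefore compare the same 5 arrays. They differ in the scaling and in the miRNAs tested, and are not separate checks. Within the scan that held 5 arrays, which leaves out control replicate 1, 195 miRNAs were detected on every array and 130 passed, 96 higher and 34 lower. At the fold threshold and unadjusted p, that scan gave 50 higher and 20 lower. Without control replicate 2 the adjusted p was passed by 33 higher miRNAs, and without control replicate 3 by 52 miRNAs, 18 of them higher. Without treated replicate 1, 14 miRNAs were higher at the fold threshold.
The largest increase among the 170 tested miRNAs was that of miR-125a-5p, with a scaled signal of 0.168 ± 0.0314 (SD, n = 3) in control cells and 1.39 ± 0.0869 (SD, n = 3) in treated cells. Its log2 fold change was 3.07 (standard error 0.16, adjusted p = 3.2e-05 from limma). miR-22-3p followed with a log2 fold change of 2.97 (standard error 0.15, adjusted p = 3.2e-05 from limma). miR-146a-5p, miR-21a-5p, miR-99b-5p and let-7e-5p had log2 fold changes of 2.09, 2.04, 1.96 and 1.89, and miR-6931-5p, miR-466f-3p, miR-714 and miR-222-3p of 1.68, 1.59, 1.55 and 1.39. miR-714 was dim, with scaled signals of 0.0947 in control and 0.289 in treated cells. Its spots were well above background on 0 control and 0 treated arrays. For each of these 10, every treated array lay above every control array (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow).
Lists of miRNAs were fixed before the data were examined. Of 18 miRNAs known to be induced through Toll-like receptors (TLR), 9 were tested, of which 7 were higher and 1 lower at the adjusted p, with a median log2 fold change of 1.89. As a whole the list passed as higher at a preset correlation (adjusted p = 0.0062 from limma's camera over 12 lists), but not with a correlation estimated from these arrays (adjusted p = 0.24). Of 6 miRNAs tied to alternative activation, 4 were tested and 3 were lower, among them miR-223-3p and let-7c-5p, with a median of -0.88 (adjusted p = 0.038 from the same list test, 0.31 with an estimated correlation). Of 61 miRNAs of the Sfmbt2 cluster, 8 were tested and 6 were higher, with a median of 1.31 (adjusted p = 0.049951 from the same list test, 0.50 with an estimated correlation), and 7 were higher when adjusted over the list alone. With the scan as a block, the 6 called members had smaller log2 fold changes, 1.04 to 1.17 against 1.25 to 1.59 without the block, with adjusted p from 0.058 to 0.071, so 0 of the 8 passed, and the list test gave 0.11. Within the scan of 5 arrays, 7 of the 8 passed the adjusted p with log2 fold changes of 1.14 to 1.27, while the list test gave 0.15. The block compares these same 5 arrays, so the results differ only through the scaling and the miRNAs tested. The 6 were brightest on treated replicate 1, and without that array the list median was 0.91. The 6 share near-identical probes, and none of the 8 passed the adjusted p without scaling. For every other list, the counts adjusted over the list alone equalled those over all miRNAs. In all, 8 of the 12 lists passed the list test at its preset correlation, and 0 passed with an estimated one. The 8 include the 6 miRNAs predicted to bind STAT1, which the study chose on these samples. They also include Mirc1 and Mirc3, which share members with those 6. Every other grouping of the 6 arrays into 3 and 3 also passed 2 to 8 lists at the preset correlation, with 0 miRNAs past the adjusted p. Each of those groupings sets 2 control and 1 treated array against 1 control and 2 treated, so part of the treatment difference stays in it. They therefore cannot show how often lists pass where no treatment difference exists. With 0 lists past the estimated correlation, a pass at the preset correlation stays weak evidence of a shift.

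**Figure D1:**
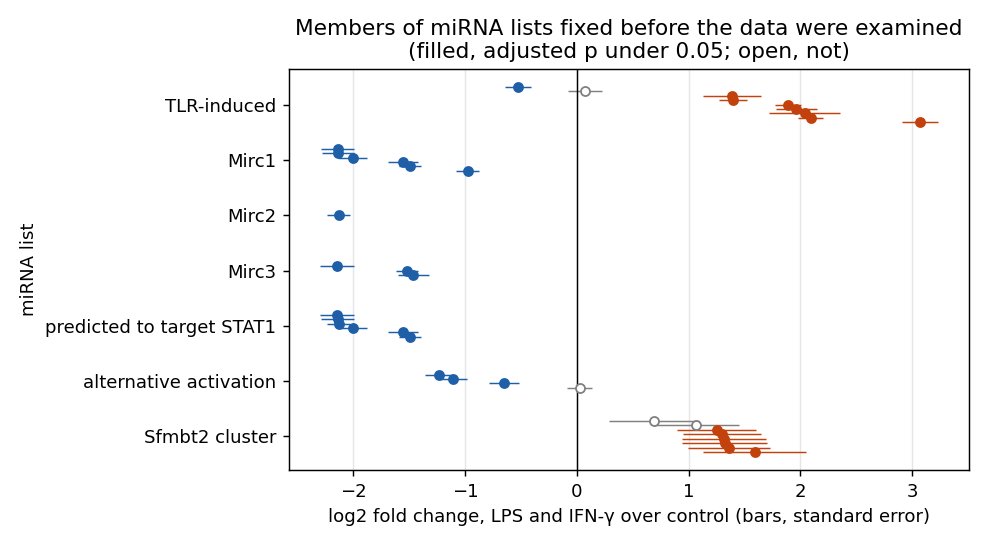
Log2 fold change (horizontal axis, log2 units, treated over control) of each tested member of 7 miRNA lists, 1 point per miRNA with its standard error. Filled points passed the adjusted p of 0.05. The TLR-induced miRNAs lie mostly above 0 and the members of the clusters Mirc1, Mirc2 and Mirc3 all lie below 0, and none of these list medians changed sign under another scaling.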

To discover the decreased miRNAs which could target STAT1, TargetScan V7.2 was used for the prediction analysis in 15 most down-regulated miRNAs. 

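The 15 largest decreases among the tested miRNAs had log2 fold changes from -2.15 to -1.34, and for each the 3 treated arrays lay below the 3 control arrays. All 15 passed the adjusted p, the largest being 0.0025 from limma. In order of size they were miR-93-5p, miR-20a-5p, miR-92a-3p, miR-20b-5p, miR-18a-5p, miR-15b-5p, miR-19a-3p, miR-25-3p, miR-19b-3p, miR-27b-3p, miR-106b-5p, miR-130b-3p, miR-193a-3p, miR-103-3p and miR-27a-3p. Members of the miR-17 cluster and its relatives made up 9 of them. The largest decrease outside these clusters was that of miR-15b-5p, whose scaled signal was 4.18 ± 0.397 (SD, n = 3) in control cells and 1.07 ± 0.0301 (SD, n = 3) in treated cells. Its log2 fold change was -1.96 (standard error 0.12, adjusted p = 4.9e-05 from limma). The others outside the clusters ranged from miR-27b-3p at -1.47 to miR-27a-3p at -1.34. The software's own total per miRNA put miR-93-5p at 0.28 and miR-25-3p at 2.39. On the treated arrays, those totals are not the sum of the totals of each miRNA's probes.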

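All 6 miRNAs that the paper carries forward as predicted to bind STAT1 were among the 15 largest decreases. In control cells, miR-20a-5p had a scaled signal of 5.57 ± 0.963 (SD, n = 3), against 1.25 ± 0.0438 (SD, n = 3) in treated cells, a log2 fold change of -2.14 (standard error 0.15, adjusted p = 5.9e-05 from limma). miR-20b-5p, whose probe differs from that of miR-20a-5p by 1 of 19 bases, fell from 1.23 ± 0.0322 to 0.282 ± 0.00947 (SD, n = 3 each), a log2 fold change of -2.13 (standard error 0.10). The array does not separate this value from signal of miR-20a-5p. The dimmest of the 6 was miR-93-5p, with 0.596 ± 0.0347 and 0.136 ± 0.0218 (SD, n = 3 each) and a log2 fold change of -2.15 (standard error 0.15), and its longest probe differs from that of miR-20a-5p by 3 of 16 bases. For miR-18a-5p, the signals were 1.13 ± 0.151 and 0.280 ± 0.00970 (SD, n = 3 each) and the log2 fold change was -2.01 (standard error 0.13). miR-19b-3p fell from 5.43 ± 0.225 to 1.93 ± 0.0282 (SD, n = 3 each), a log2 fold change of -1.49 (standard error 0.10). The adjusted p values of miR-20b-5p, miR-93-5p, miR-18a-5p and miR-19b-3p were 3.2e-05, 6.2e-05, 5.7e-05 and 5.7e-05 from limma. The 6 miRNAs as a list shifted lower (adjusted p = 3.6e-05 from the list test with a preset correlation, 0.094 with an estimated one). This list was chosen by the study on these samples, so its shift is not independent evidence.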

Six miRNAs (miR-20a-5p, miR-20b-5p, miR-93-5p, miR-19a-3p, miR-18a-5p, miR-19b-3p) were predicted to bind with STAT1 mRNA 3′UTR (Figure 2A). 

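On the arrays, in the reported fit, the lowest control value of each of the 6 miRNAs lay above its highest treated value. Each miRNA gives 9 ratios of a treated to a control array. For miR-19a-3p these ratios ran from 0.297 to 0.399, a width of 0.43 on the log2 scale. Narrower widths were found for miR-19b-3p, with ratios from 0.334 to 0.372 and a width of 0.16, and for miR-20b-5p, with ratios from 0.213 to 0.238 and a width of 0.16. The widths of miR-18a-5p, miR-20a-5p and miR-93-5p were 0.48, 0.57 and 0.60. Among treated arrays, the SD of the log2 signal of miR-19a-3p was 0.0086, the smallest of the 6, but it ranked 4 of 6 after quantile normalization, at 0.289, and 4 of 6 by the software's total per miRNA, at 0.186. Its SD among control arrays was 0.21, the second largest after miR-20a-5p with 0.24. The gap between the lowest control and the highest treated array was 1.33 for miR-19a-3p, the smallest of the 6, and 2.07 for miR-20b-5p, the largest. After quantile normalization, 4 of the other 5 miRNAs had a narrower width than miR-19a-3p, and miR-19b-3p had the smallest gap, 1.05 against 1.21. By the software's total per miRNA, the groups overlapped for miR-20b-5p and miR-93-5p only, with gaps of -0.29 and -0.69. The width of miR-20b-5p was then the largest of the 6, 2.60. No test compared the widths between miRNAs, and 3 arrays per group limit them.

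**Figure D2:**
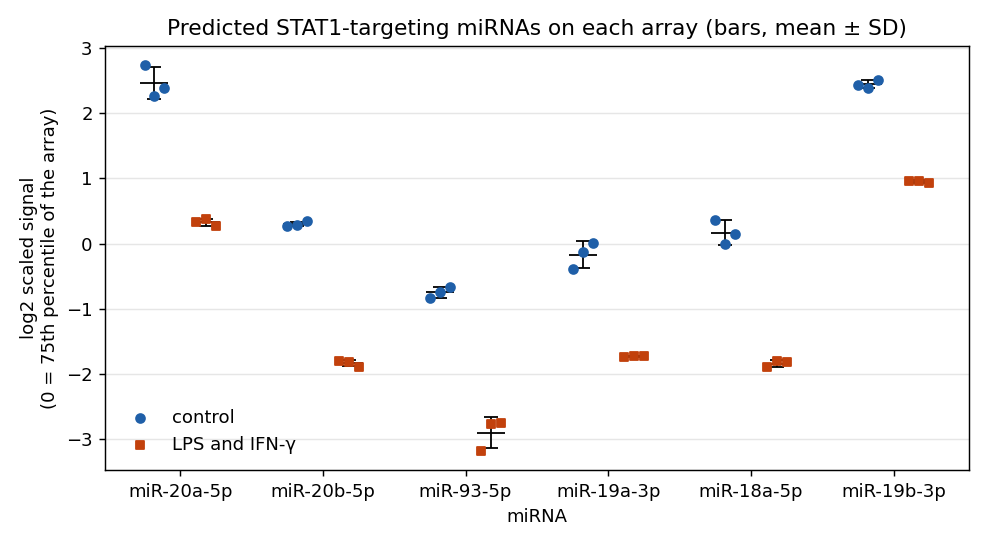
Log2 scaled signal (vertical axis, 0 is the 75th percentile of the array) of the 6 miRNAs on each of the 3 control arrays (circles) and 3 treated arrays (squares), with the mean and SD of each group. Every control array lies above every treated array, and under this scaling the treated arrays of miR-19a-3p lie closest together.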

While miR-19a-3p was the most stable down-regulated and selected for further analysis (Figures 2B,C). Moreover, miR-19a-3p was notably negative correlated with STAT1 (Figure 2D). These results suggested that down-regulated miR-19a-3p might promote M1 macrophages polarization by disinhibiting STAT1.

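On the arrays, miR-19a-3p had a scaled signal of 0.895 ± 0.126 (SD, n = 3) in control cells and 0.302 ± 0.00180 (SD, n = 3) in treated cells. This is a log2 fold change of -1.56 (standard error 0.14, adjusted p = 1.7e-04 from limma), or 2.94-fold lower. Every treated array lay below every control array (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Within the scan that leaves out control replicate 1, its log2 fold change was -1.57 (adjusted p = 1.9e-04 from limma), and with the scan as a block it was -1.67 (adjusted p = 2.7e-04 from limma). Both fits compare the same arrays under a different scaling, so they count as 1 check. Without scaling between arrays it was -2.28. The probes of miR-19a-3p and miR-19b-3p differ by 1 of 20 bases, so the array does not separate the fall of one from that of the other.
All tested members of the miR-17 cluster and its relatives were lower. Of the 12 listed miRNAs of the miR-17 cluster (Mirc1), 6 were tested and all 6 were lower at the adjusted p, with a median log2 fold change of -1.78 (adjusted p = 4.0e-05 from limma's camera, 0.094 with an estimated correlation). Of the 6 of Mirc3, which holds miR-25, miR-93 and miR-106b, 3 were tested and all 3 were lower, with a median of -1.52 (adjusted p = 0.0051 from the list test, 0.13 with an estimated correlation). In Mirc2, on chromosome X, miR-20b-5p was the 1 member tested. The paper had already named some of these members as decreased on these samples. They are miR-18a-5p, miR-19a-3p, miR-19b-3p and miR-20a-5p of Mirc1, miR-20b-5p, and miR-93-5p of Mirc3. The list tests of the clusters are therefore not independent evidence. The probe of each tested member of Mirc2 and Mirc3 differs from that of a Mirc1 member by at most 3 bases. From miR-20a-5p, miR-20b-5p differs by 1 of 19, miR-93-5p by 3 of 16 and miR-106b-5p by 3 of 17. miR-25-3p differs from miR-92a-3p by 2 of 17. The log2 fold changes of miR-20b-5p and miR-93-5p were close to that of miR-20a-5p, at -2.13 and -2.15 against -2.14. miR-106b-5p fell less, at -1.46, and miR-25-3p fell less than miR-92a-3p, at -1.52 against -2.14. How far each probe reads the other miRNA was not measured. A fall of these clusters apart from Mirc1 is therefore not settled by the array. Another member of Mirc1, miR-17-5p, was detected on all 3 control arrays and on 0 treated arrays, which makes it at least 3.02-fold lower. That bound sets the mean of its control signals against, on each treated array, the higher of its own signal and the lowest detected one. Its scaled control signal was only 0.0931, and its spots were well above background on 2 of the 3 control arrays. Its probes, of 12 and 13 bases, nearly match the start of the miR-20a-5p probe. The array therefore does not separate its fall from that of the brighter miR-20a-5p. From the lower miR-19a-3p, measured by qRT-PCR too, and its negative correlation with STAT1 (Figures 2B–D), the paper proposes that the loss of miR-19a-3p frees STAT1 from inhibition and so promotes M1 polarization.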

**FIGURE 2:**
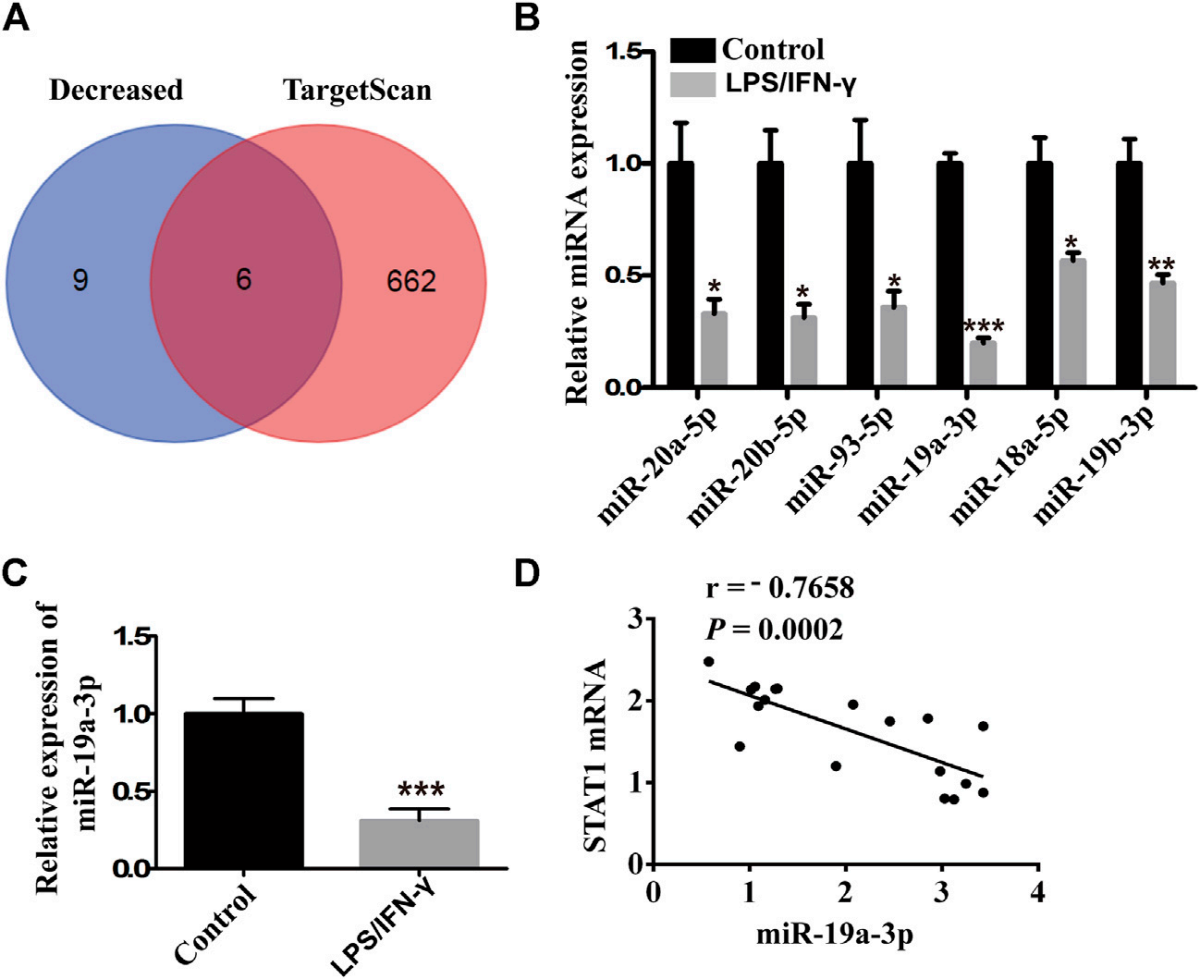
miR-19a-3p was decreased in M1 macrophages and negatively correlated with STAT1. **(A)** Schematic representation showed six potential miRNAs which might target STAT1 predicted by TargetScan in 15 most down-regulated miRNAs of microarray assay of RAW264.7 derived M1 macrophage. **(B)** miR-20a-5p, miR-20b-5p, miR-93-5p, miR-19a-3p, miR-18a-5p, miR-19b-3p were validated by qRT-PCR in the RAW264.7 cells treated with LPS and IFN-γ and control cells (RAW264.7 cells) of the miRNA microarray samples (data were pooled from three independent experiments with three samples per group). **(C)** miR-19a-3p in control cells (RAW264.7 cells) and LPS plus IFN-γ induced RAW264.7 cells was determined by qRT-PCR (data were pooled from three independent experiments). **(D)** Correlation between STAT1 mRNA and miR-19a-3p. Statistical significance was calculated using unpaired Student’s t-test. *p < 0.05, **p < 0.01, ***p < 0.001.

### MiR-19a-3p Influences M1 Macrophage Polarization

To explore the potential role of miR-19a-3p in M1 macrophage, miR-19a-3p mimics and inhibitor were used. The data showed that miR-19a-3p mimics up-regulated while inhibitor suppressed miR-19a-3p expression in RAW264.7 and BMDM cells (Figures 3A,B; Supplementary Figures S1A,B). IFN-γ plus LPS treatment obviously up-regulated M1 macrophage markers TNF-α, CXCL9, CXCL10, and iNOS mRNA expression, however, miR-19a-3p overexpression markedly decreased these markers (Figure 3C; Supplementary Figure S1C). In contrast, miR-19a-3p knockdown effectively enhanced the expression of these markers (Figure 3D; Supplementary Figure S1D). Meanwhile, the protein level of CXCL9, CXCL10, TNF-α, and iNOS were obviously down-regulated in miR-19a-3p over-expressed group (Figures 3E,G; Supplementary Figure S1E), and reducing the expression of miR-19a-3p showed the opposite effects (Figures 3F,H; Supplementary Figure S1F). Moreover, we found that M1 macrophage surface makers such as CD80, CD86 and MHC Ⅱ were significantly inhibited after miR-19a-3p mimics transfection (Supplementary Figure S2A). On the contrary, miR-19a-3p inhibitor has the opposite effect (Supplementary Figure S2B). In addition, we added experiments to observe the regulatory effect of miR-19a-3p on arginase-1. It was showed that LPS plus IFN-γ treatment inhibited the mRNA and protein expression of arginase-1, however, regulating the expression of miR-19a-3p had no effect on the mRNA and protein level of arginase-1 (Supplementary Figures S3A–D). All of these data suggest that miR-19a-3p can inhibit macrophage polarization to M1 phenotype.

**FIGURE 3:**
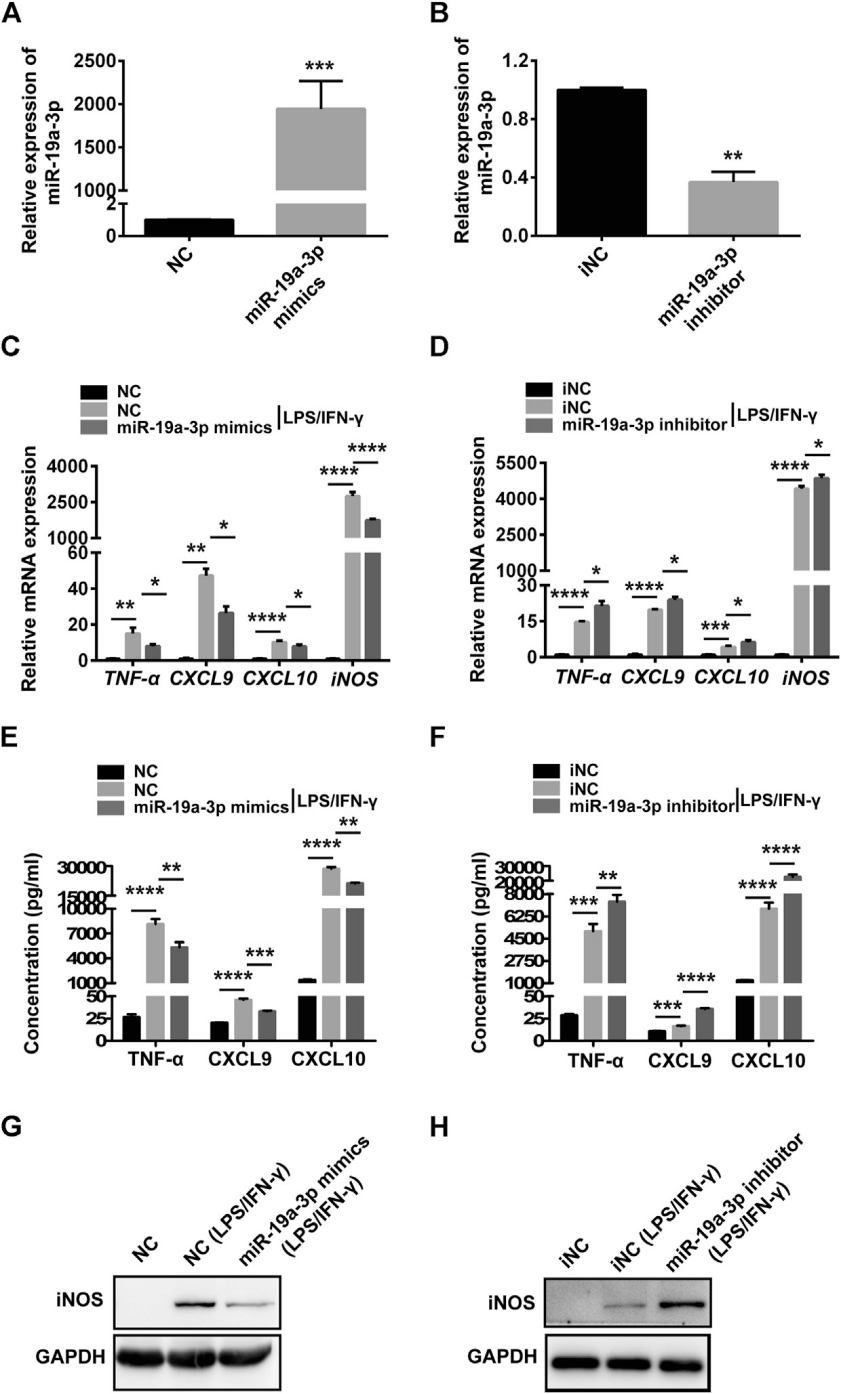
Overexpressed miR-19a-3p suppresses RAW264.7 derived M1 polarization and down-regulated miR-19a-3p improves RAW264.7 derived M1 polarization. RAW264.7 cells transfected with miR-19a-3p mimics/NC or miR-19a-3p inhibitor/iNC for 24 h, then stimulated with LPS plus IFN-γ for 24 h. **(A,B)** miR-19a-3p was determined using qRT-PCR (data were pooled from three independent experiments). **(C,D)** TNF-α, CXCL9, CXCL10, iNOS were analyzed by qRT-PCR (data were pooled from three independent experiments). **(E,F)** TNF-α, CXCL9, CXCL10 were exhibited by ELISA (data were pooled from three independent experiments). **(G,H)** Western blot analysis the protein level of iNOS (a representative blot, from three independent experiments). NC: miR-19a-3p mimics negative control, iNC: miR-19a-3p inhibitor negative control. Statistical significance was calculated using unpaired Student’s t-test or ANOVA followed by Bonferroni test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### MiR-19a-3p Suppresses the Polarization of M1 Macrophage via STAT1/IRF1 Pathway

To investigate whether miR-19a-3p affects macrophage polarization through STAT1/IRF1 pathway, we regulated the expression of miR-19a-3p by transfecting RAW264.7 and BMDM cells with miR-19a-3p mimics or inhibitor. We found that overexpression of miR-19a-3p decreased STAT1 and IRF1 mRNA expression efficiently, while down-regulated miR-19a-3p showed the opposite effects (Figures 4A,B; Supplementary Figures S4A,B). Meanwhile, up-regulated miR-19a-3p suppressed the protein level of p-STAT1, STAT1, and IRF1, while down-regulated miR-19a-3p enhanced these proteins expression (Figure 4C; Supplementary Figure S4C). Moreover, IF exhibited that overexpressed miR-19a-3p obviously inhibited the STAT1 and IRF1 expression, while down-regulated miR-19a-3p displayed an opposite result in IFN-γ plus LPS treated RAW264.7 (Figure 4D). Besides, the effect of miR-19a-3p on other transcription factor such as STAT3, STAT6, IRF4, IRF7 were also analyzed. The results showed that LPS plus IFN-γ treatment can inhibit IRF4, STAT6 expression while upregulate IRF7, STAT3 expression. However, regulating the expression of miR-19a-3p had no effect on the mRNA levels of STAT3, STAT6, IRF4 and IRF7 (Supplementary Figures S5A,B). These results proved that miR-19a-3p might suppress M1 macrophage phenotype polarization by inhibiting STAT1/IRF1 pathway.

**FIGURE 4:**
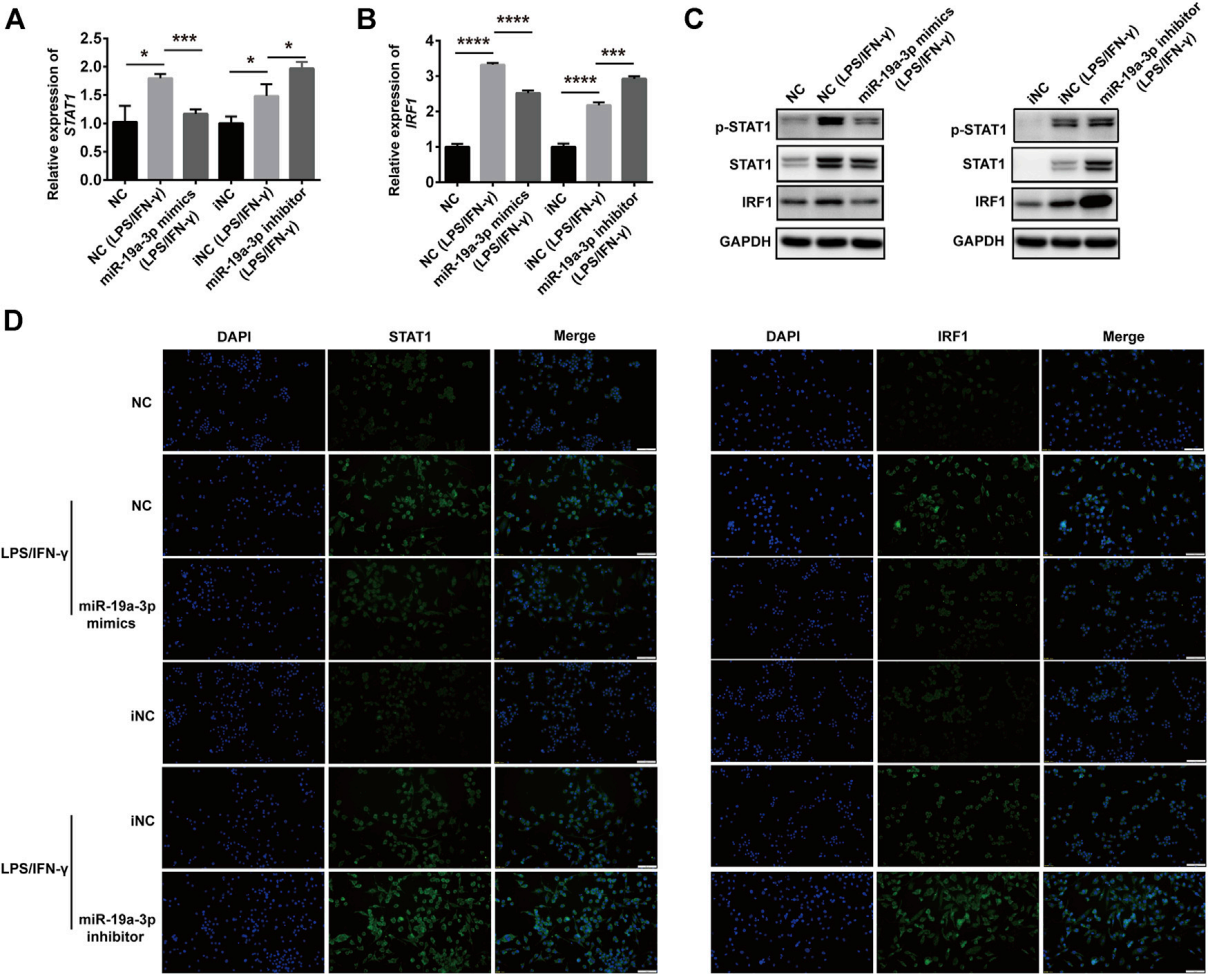
miR-19a-3p inhibits the STAT1/IRF1 pathway in RAW264.7 cells. RAW264.7 cells were transfected with miR-19a-3p mimics/NC or miR-19a-3p inhibitor/iNC for 24 h, then the cells were stimulated with LPS/IFN-γ for 24 h. **(A,B)** STAT1 and IRF1 mRNA expression were detected by qRT-PCR (data were pooled from three independent experiments). **(C)** p-STAT1, STAT1, and IRF1 were measured by western blot (a representative blot, from three independent experiments). **(D)** STAT1 and IRF1 were detected by immunofluorescence (a representative experiment, from three independent experiments). DAPI was used to stain the cell nucleus (Scale bar, 50 μm, 200×). NC: miR-19a-3p mimics negative control, iNC: miR-19a-3p inhibitor negative control. Statistical significance was calculated using ANOVA followed by Bonferroni test. *p < 0.05, ***p < 0.001, ****p < 0.0001.

To further demonstrate whether miR-19a-3p inhibits the polarization of M1 macrophage through STAT1/IRF1 pathway, rescue experiment was performed. MiR-19a-3p mimics and STAT1 overexpressed plasmid were co-transfected into RAW264.7 cells followed with IFN-γ and LPS treatment. MiR-19a-3p mimics significantly inhibited the mRNA as well as the STAT1 phosphorylation and protein expression of STAT1, IRF1 (Figures 5A–C). While this effect was completely reversed by overexpressed STAT1 (Figures 5A–C). Furthermore, TNF-α, CXCL9 and iNOS were also reversed by overexpressed STAT1 (Figure 5D). These data showed that miR-19a-3p inhibited the polarization of M1 via suppressing STAT1/IRF1.

**FIGURE 5:**
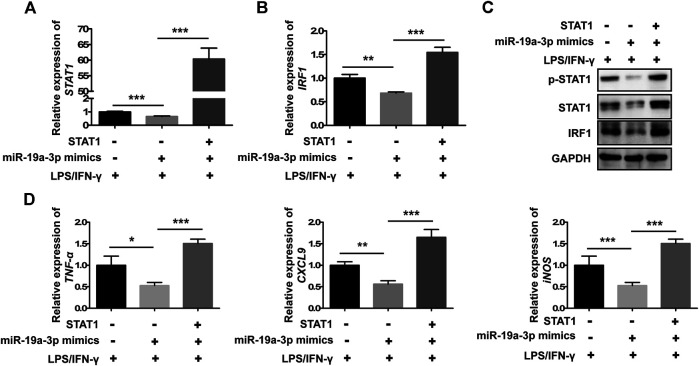
Overexpressed STAT1 reverses the inhibitory effect of miR-19a-3p in M1 phenotype polarization in RAW264.7 cells. RAW264.7 cells were co-transfected with miR-19a-3p mimics, STAT1 plasmid or NC, vector for 24 h, followed with LPS plus IFN-γ treatment for 24 h. **(A,B)** STAT1 and IRF1 mRNA levels were detected by qRT-PCR (data were pooled from three independent experiments). **(C)** p-STAT1, STAT1 and IRF1 protein levels were assessed by western blot (a representative blot, from three independent experiments). **(D)** TNF-α, CXCL9, and iNOS were detected by qRT-PCR (data were pooled from three independent experiments). NC: miR-19a-3p mimics negative control. Statistical significance was calculated using ANOVA followed by Bonferroni test. *p < 0.05, **p < 0.01, ***p < 0.001.

### STAT1 is a Direct Target Gene of miR-19a-3p

To study the direct binding of miR-19a-3p with STAT1, plasmid with WT or MUT 3′UTR of STAT1 were constructed (Figure 6A), which was co-transfected with miR-19a-3p mimics or NC for dual-luciferase reporter assay. It was found that miR-19a-3p mimics significantly decreased luciferase reporter activity of WT 3′UTR plasmid of STAT1 (Figure 6B), but didn’t influence that of MUT 3′UTR plasmid (Figure 6C). These data above indicated that STAT1 was a direct target gene of miR-19a-3p.

**FIGURE 6:**
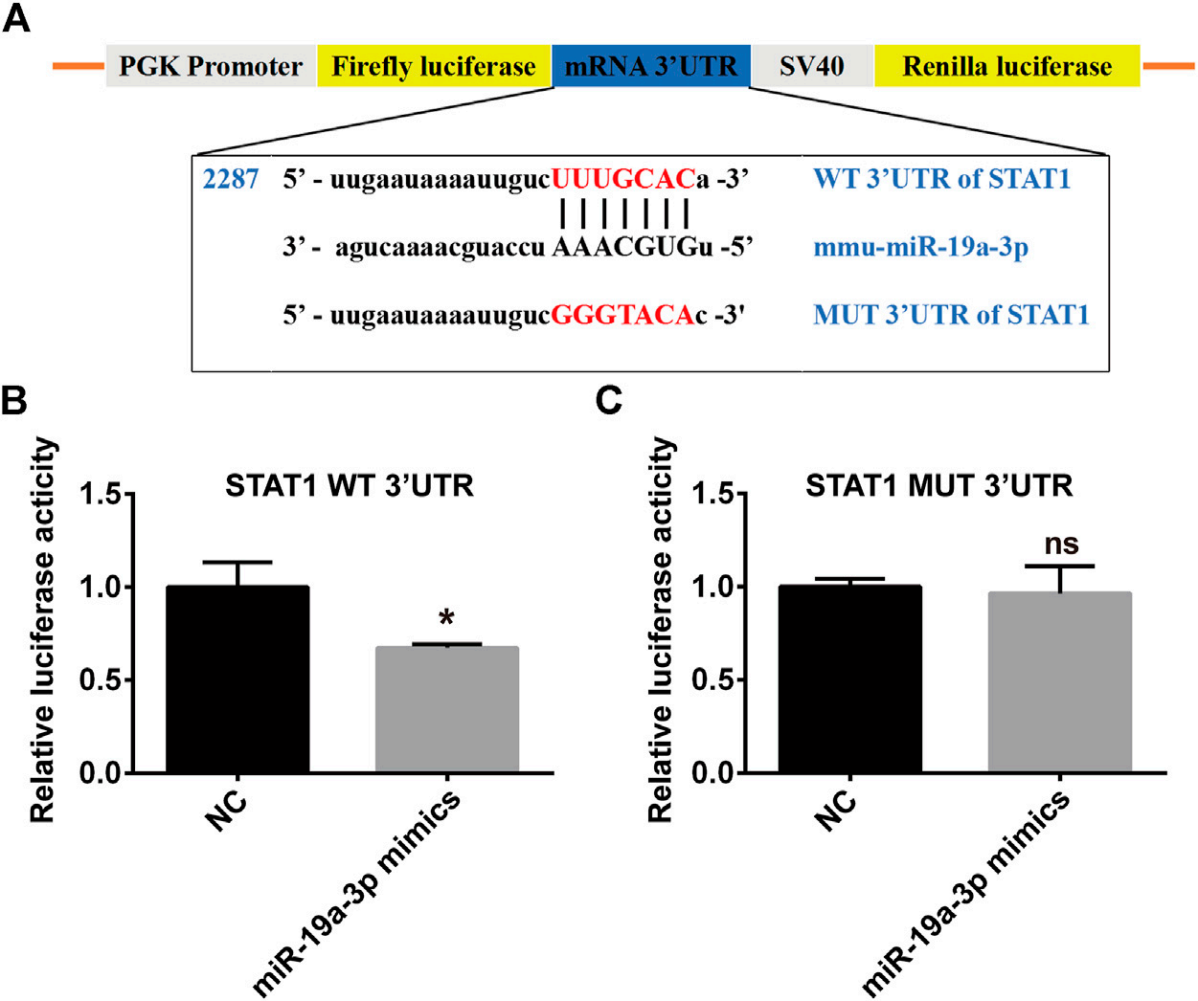
STAT1 is a direct target of miR-19a-3p. **(A)** Schematic representation of predicted binding sequence between the 3′UTR of STAT1 and miR-19a-3p, wild-type (WT) and mutant (MUT) STAT1 plasmid construction. **(B,C)** Transcriptional activity of STAT1 was determined by the dual-luciferase reporter assay in 293T cells (data were pooled from three independent experiments). Each sample had three replicates. Statistical significance was calculated using unpaired Student’s t-test. *p < 0.05, ns means no statistical difference.

### Overexpressed miR-19a-3p Inhibits M1 Polarization in LPS-Treated Mice

To research the precise effect of miR-19a-3p in M1 macrophage polarization *in vivo*, a mouse sepsis model was used. Male C57BL/6 J mice were treated with 20 mg/kg LPS or saline by intraperitoneal injection, after 24 h, we found that challenged with LPS increased the infiltration of inflammatory cells obviously in lung tissues compared with control mice (Figure 7A). MiR-19a-3p was down-regulated in the peritoneal macrophages of mice that challenged with LPS (Figure 7B). Meanwhile, TNF-α, CXCL9, CXCL10 were increased in the peritoneal macrophages after treated with LPS (Figures 7C,D). In addition, LPS treated up-regulated the expression of STAT1 and IRF1 (Figures 7E,F). These results suggested that M1 macrophage increased obviously in the LPS challenged sepsis model, and miR-19a-3p regulated STAT1/IRF1 signaling pathway is involved in this process.

**FIGURE 7:**
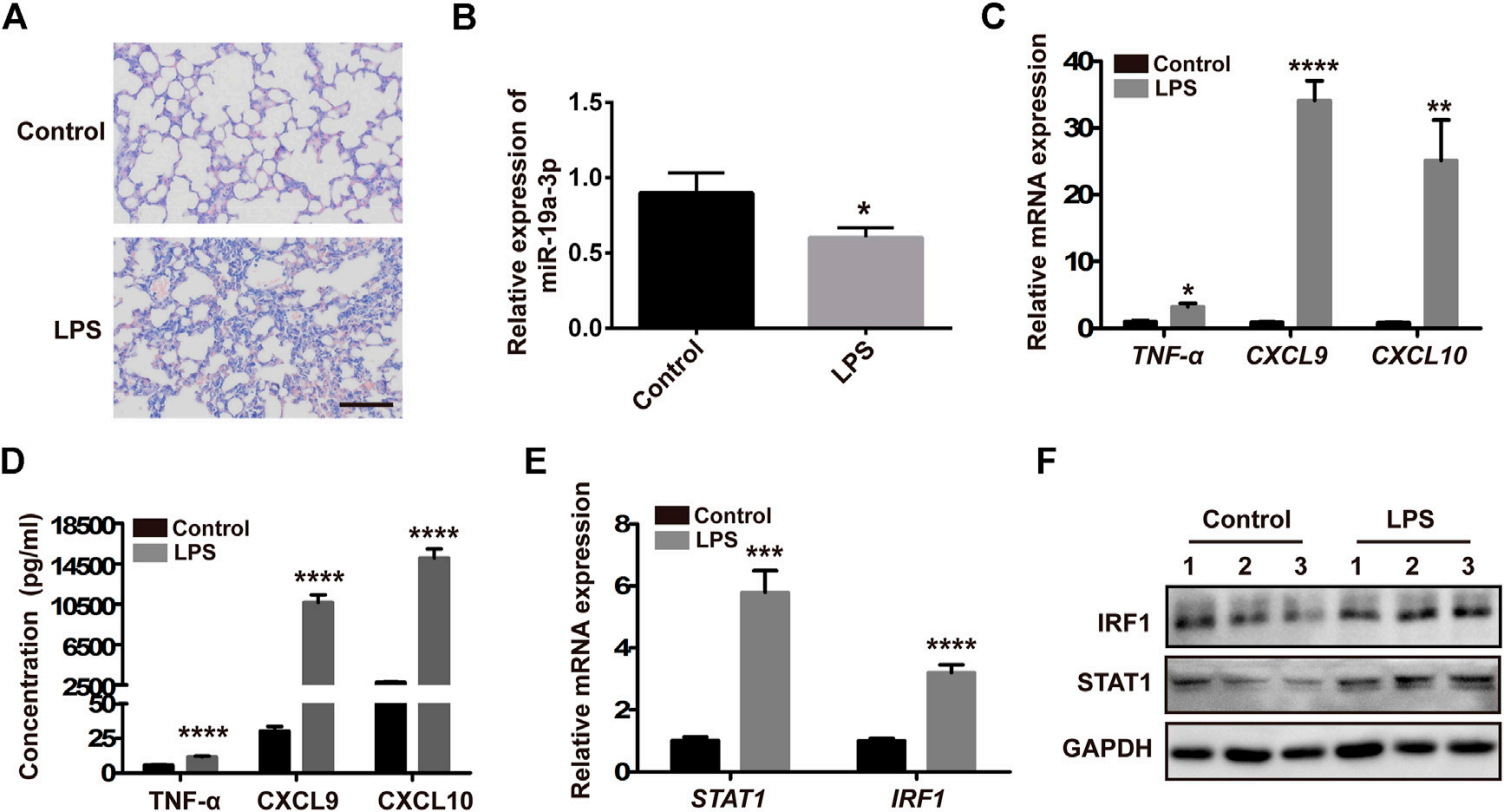
M1 macrophage increased obviously in the LPS challenged sepsis model. Male 5C7BL/6 J mice were challenged with 20 mg/kg LPS or saline by intraperitoneal injection for 24 h. **(A)** H&E staining of lung tissues treated with LPS and control mice (a representative experiment, from three independent experiments) (Scale bar, 50 μm, 200×). **(B,C)** miR-19a-3p, TNF-α, CXCL9, and CXCL10 in the peritoneal macrophages of mice treated with LPS and control mice were determined using qRT-PCR (data were pooled from three independent experiments with six mice per group). **(D)** TNF-α, CXCL9, and CXCL10 in serum of mice treated with LPS and control mice were measured by ELISA (data were pooled from three independent experiments with six mice per group). **(E)** STAT1 and IRF1 were detected in the peritoneal macrophages of mice treated with LPS and control mice (data were pooled from three independent experiments with six mice per group). **(F)** IRF1 and STAT1 were measured by western blot in the peritoneal macrophages of mice treated with LPS and control mice (a representative blot, from three independent experiment with three mice per group). Statistical significance was calculated using unpaired Student’s t-test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To confirm that the STAT1/IRF1 signal pathway regulated by miR-19a-3p plays an important role in M1 macrophage polarization in LPS challenged sepsis model. Male C57BL/6 J mice were administered with 10 nM agomiR-19a-3p or agomiR NC by tail vein injection, and then treated with 20 mg/kg LPS by intraperitoneal injection. The pre-treatment of agomiR-19a-3p significantly reduced the infiltration of inflammatory cells in the lung tissues compared with that in agomiR NC groups (Figure 8A). MiR-19a-3p was increased in the peritoneal macrophages of the agomiR-19a-3p group (Figure 8B), in which TNF-α, CXCL9, CXCL10 decreased obviously compared with that in agomiR NC group (Figures 8C,D). Meanwhile, STAT1 and IRF1 were obviously reduced in agomiR-19a-3p group (Figures 8E,F). These data proved that miR-19a-3p could inhibit M1 macrophage polarization by STAT1/IRF1 pathway *in vivo*.

**FIGURE 8:**
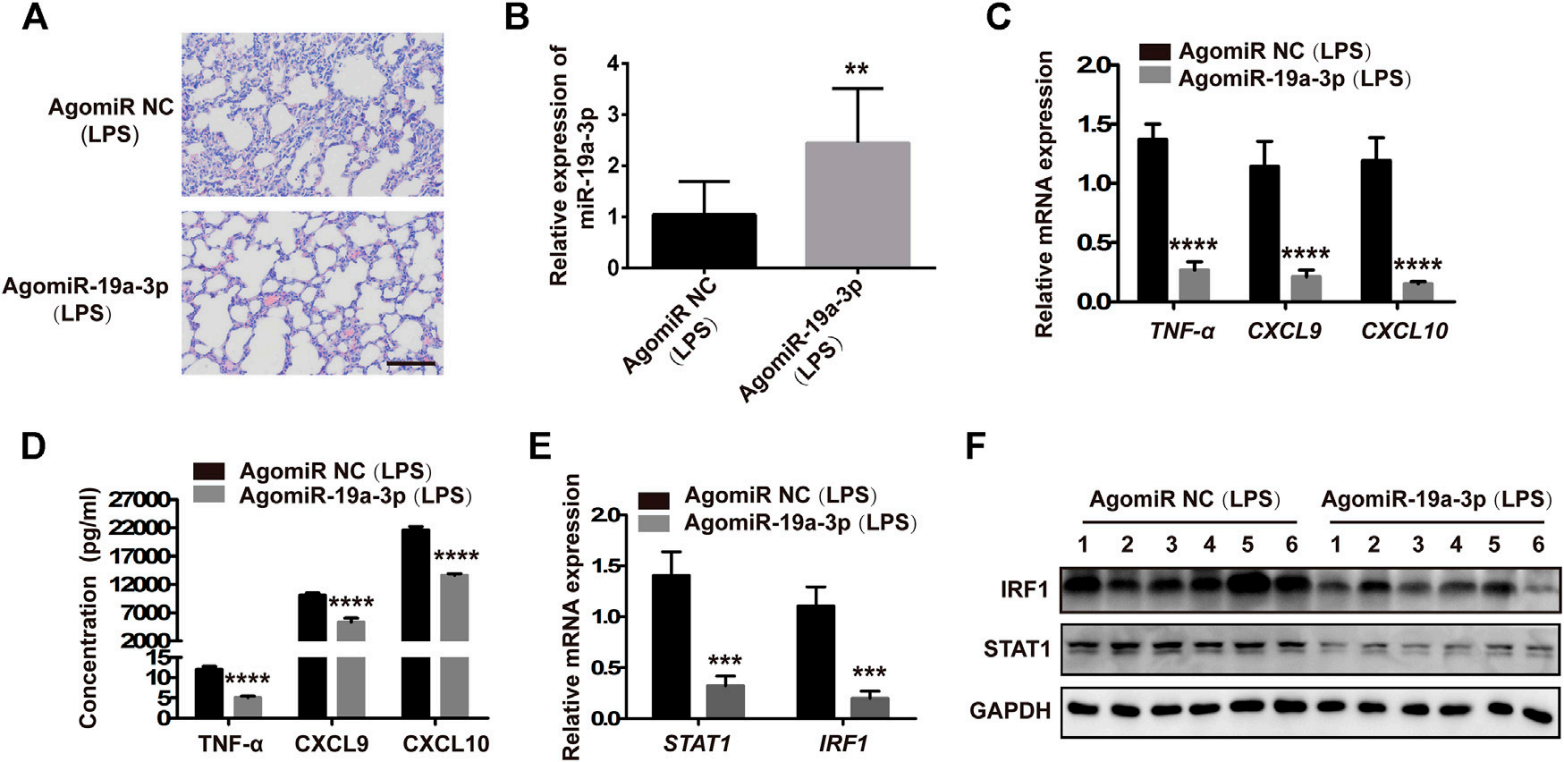
Overexpressed miR-19a-3p reduced the inflammation of lung tissues and inhibited M1 polarization in LPS-treated mice. Male 5C7BL/6 J mice were treated with agomiR-19a-3p or agomiR NC for 1 h, followed by the 20 mg/kg LPS challenge by intraperitoneal injection. **(A)** H&E staining of lung tissues of mice treated with agomiR-19a-3p or agomiR NC followed by challenging LPS (a representative experiment, from three independent experiments). (Scale bar, 50 μm, 200×). **(B,C)** miR-19a-3p, TNF-α, CXCL9, and CXCL10 in the peritoneal macrophages of mice using qRT-PCR (data were pooled from three independent experiments with ten mice per group). **(D)** TNF-α, CXCL9, and CXCL10 in serum of mice were measured by ELISA (data were pooled from three independent experiments with ten mice per group). **(E)** STAT1 and IRF1 were detected in the peritoneal macrophages of mice (data were pooled from three independent experiments with 10 mice per group). **(F)** IRF1 and STAT1 were measured by western blot in the peritoneal macrophages of mice (a representative blot, from three independent experiment with six mice per group). Statistical significance was calculated using unpaired Student’s t-test. **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Discussion

Macrophages, an essential component of innate immunity, present throughout all tissues and have high plasticity in respond to different environmental stimuli (Wynn et al., 2013; Bassler et al., 2019). Studies have reported that macrophage are associated with health and pathological conditions, such as metabolic homeostasis, immunity, chronic inflammatory, autoimmune diseases (Aaronson and Horvath, 2002; Murray, 2017; Dufour et al., 2018). Modulating the polarization of macrophages contributes to eliminate inflammation in the progression of chronic inflammation and autoimmune diseases (Dufour et al., 2018). However, the potential mechanisms of macrophage polarization remain unclear. In this study, miR-19a-3p reduced while STAT1 increased significantly in M1 macrophages, and miR-19a-3p was negatively correlated with STAT1. Overexpressed miR-19a-3p suppressed M1 polarization whereas decreased miR-19a-3p exhibited the opposite result *in vitro.* Moreover, overexpressed miR-19a-3p reduced lung inflammation and inhibited M1 polarization in LPS-treated mice *in vivo*. Furthermore, miR-19a-3p inhibited M1 polarization by suppressing STAT1/IRF1 pathway. This study presented that miR-19a-3p could regulate the polarization of M1 macrophage by inhibiting STAT1/IRF1 pathway.

Increasing evidence has shown that the polarization of macrophages is regulated by a few transcription factors (Juhas et al., 2015; Glass and Natoli, 2016; Huang et al., 2018; Li et al., 2018; Larionova et al., 2020a). Among these transcription factors, STAT1 plays key roles in modulating macrophage polarization. STAT1 belongs to the STATs family and is a prototypical member of the JAK/STAT pathway (Aaronson and Horvath, 2002). STAT1 signaling pathway is involved in the cross-talk between innate and adaptive immunity (Hu and Ivashkiv, 2009; Sikorski et al., 2012; Chmielewski et al., 2014). It was reported that ferric ammonium citrate treatment could inhibit RAW264.7-derived M1 macrophage by suppressing STAT1 (Gan et al., 2017). Chrissy M. Leopold Wager et al. indicated that STAT1 played key roles in M1 macrophage polarization and NO production during Cryptococcus neoformans infection (Leopold Wager et al., 2015). In our study, it was found that both total and phosphorylated STAT1 were obviously increased in IFN-γ and LPS induced M1 macrophages that were consistent with previous results (Iwata et al., 2016). However, the upstream mechanisms of regulating STAT1 in macrophage polarization remain unclear.

Recently, accumulating studies demonstrate that miRNAs play crucial roles in M1 macrophage polarization, such as miR-1246, miR-145, miR-146a (Huang et al., 2016; Huang et al., 2019; Jaiswal et al., 2019; Qian et al., 2020). Meanwhile, accumulating researches have demonstrated that STAT1 is regulated by some miRNAs. For instance, miR-944 inhibits lung adenocarcinoma tumorigenesis by suppressing STAT1 (An et al., 2019). miR-499a inhibits LPS induced inflammation and apoptosis in human vascular endothelial cells by targeting STAT1 (Wang and Zhu, 2019). Although studies have found that miRNAs regulate STAT1 expression and M1 macrophage polarization, the roles and underlying mechanisms of miRNAs in regulating macrophage polarization through targeting STAT1 are still unclear. In this study, we found that miR-19a-3p was obviously down-regulated in IFN-γ and LPS induced RAW264.7 cells, and negatively correlated with STAT1. These data indicated that miR-19a-3p might affect M1 macrophage polarization by regulating STAT1 expression. As expected, overexpressed miR-19a-3p suppressed M1 markers TNF-α, CXCL9, CXCL10, iNOS, CD80, CD86, and MHCⅡ expression, while down-regulated miR-19a-3p showed opposite results. Meanwhile, up-regulated miR-19a-3p reduced the expression of STAT1 and IRF1 and vice versa *in vitro*. More importantly, overexpressed STAT1 reversed the inhibitory effect of miR-19a-3p in M1 polarization and IRF1 expression. Dual-luciferase reporter assay confirmed the binding site between miR-19a-3p and STAT1. These data proved that miR-19a-3p could suppress M1 polarization by inhibiting STAT1/IRF1 pathway. Consistent with the above results, our study *in vivo* showed that overexpressed miR-19a-3p in LPS treated mice effectively reduced the inflammation in mouse lung tissues, suppressed M1 macrophage polarization and inhibited STAT1, IRF1 expression. These results further demonstrated miR-19a-3p inhibit M1 macrophage polarization by suppressing STAT1/IRF1 pathway. Our finding was different from Yang et al., results that miR-19a-3p can inhibit the M2 phenotype polarization of tumor associated macrophages by regulating Fra-1 (Yang et al., 2014). The reasons for the different findings may be as follows. Firstly, it should be noticed that the expression profiles of miRNAs and genes expressed differently in different induction conditions. Secondly, the underlying mechanisms of macrophage polarization regulated by miRNAs are diverse, which might involve various target genes and cross-talk among miRNAs. Therefore, in different induced conditions, miR-19a-3p may regulate different genes and then produce different regulatory effects. In summary, the present study reveals for the first time that overexpression of miR-19a-3p can suppress M1 macrophage polarization both *in vitro* and *in vivo*. MiR-19a-3p downregulates STAT1 expression by targeting STAT1 3′UTR, thus inhibits IRF1 expression and M1 macrophage phenotype polarization (Figure 9). The miR-19a-3p/STAT1/IRF1 axis may be a potential target in macrophage polarization, and highlights a better comprehension for potential mechanism of pathogenesis and progression of diseases such as chronic inflammatory and autoimmune diseases. Our findings may provide promising biomarkers for prognosis of cancer patients, as well as therapeutic targets to design novel immunotherapy for the treatment of cancers including lung cancer. Meanwhile, it should be noticed that since the regulation of macrophage polarization and function is complicated, the role of miR-19a-3p on macrophage still needs further in-depth research.

**FIGURE 9:**
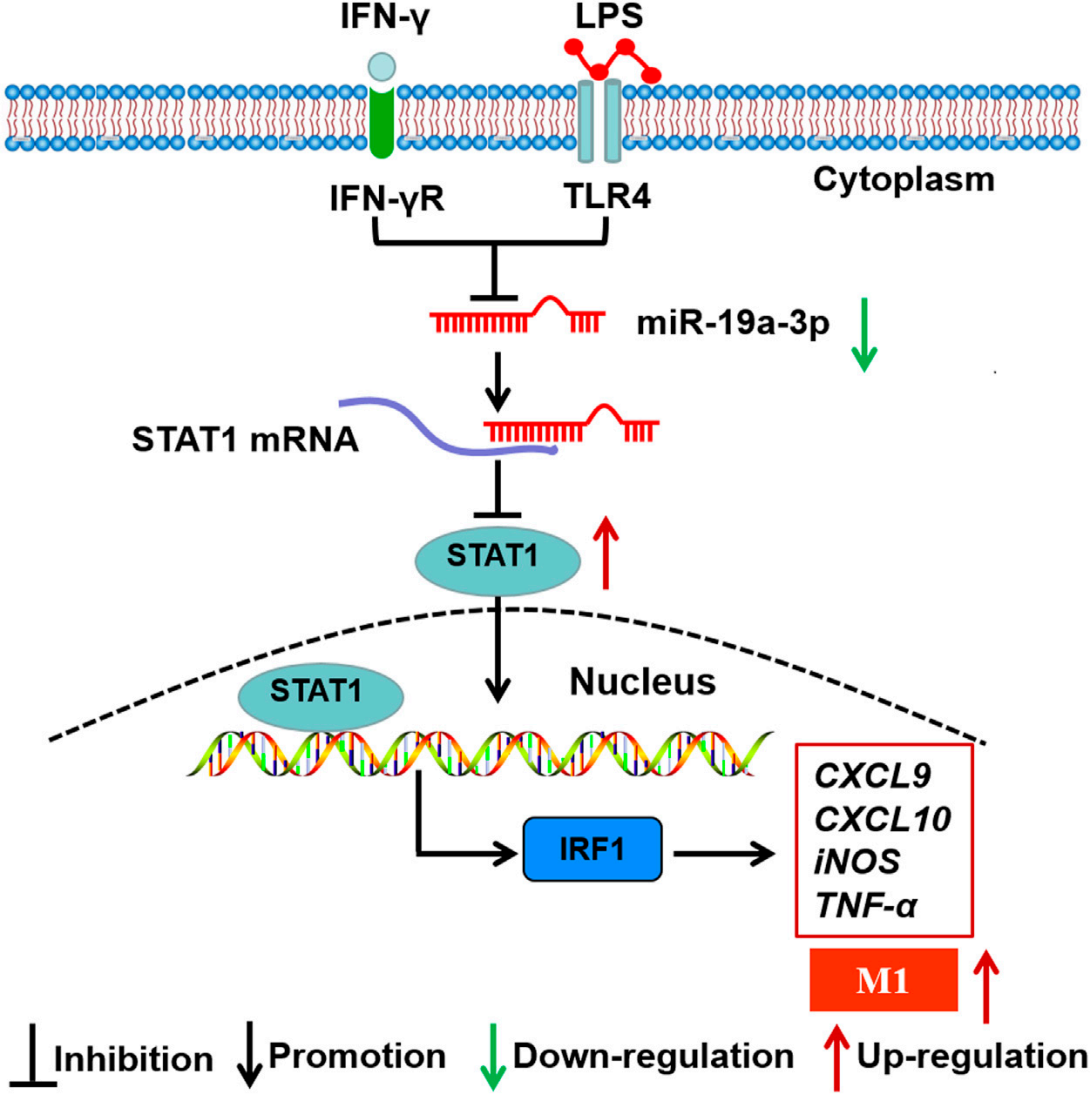
Schematic representation of the role of miR-19a-3p in regulating M1 macrophage polarization. MiR-19a-3p was down-regulated in M1 macrophage, and decreased miR-19a-3p promoted M1 macrophage polarization through STAT1/IRF1 pathway. MiR-19a-3p decreased STAT1 expression by directly targeting its mRNA 3′UTR and then inhibited IRF1.

## Data Availability

The raw data supporting the conclusions of this article will be made available by the authors, without undue reservation. The datasets presented in this study can be found in NCBI using the accession GSE143845.

# Supplementary material for: MiR-19a-3p Suppresses M1 Macrophage Polarization by Inhibiting STAT1/IRF1 Pathway
**Source:** Front Pharmacol. 2021 May 4;12:614044. doi: 10.3389/fphar.2021.614044
**Supplement:** Supplementary file 3

**Supplementary Figure legends**

**Supplementary Figure 1 Overexpressed miR-19a-3p suppresses BMDM derived M1 polarization and down-regulated miR-19a-3p improves this effect.**

BMDM cells transfected with miR-19a-3p mimics/NC or miR-19a-3p inhibitor/iNC for 24h, then stimulated with LPS plus IFN-γ for 24h. **(A, B)** miR-19a-3p was determined using qRT-PCR (data were pooled from three independent experiments). **(C, D)** *TNF-α, CXCL9, CXCL10, iNOS* were analyzed by qRT-PCR (data were pooled from three independent experiments). **(E, F)** Western blot analysis the protein level of iNOS (a representative blot, from three independent experiments). NC: miR-19a-3p mimics negative control, iNC: miR-19a-3p inhibitor negative control. Statistical significance was calculated using unpaired Student’s t-test or ANOVA followed by Bonferroni test. **P* < 0.05, ***P* < 0.01, ****P* < 0.001, *****P* < 0.0001.

**Supplementary Figure 2 The expression of M1 macrophage surface markers in RAW264.7 cells.**

(A)The expression of M1 macrophage markers CD80, CD86, MHCⅡ were detected by flow cytometry in RAW264.7 cells treated with LPS and IFN-γ for 24h after transfection of miR-19a-3p mimics/NC (a representative experiment, from three independent experiments). (B) The expression of M1 macrophage markers CD80, CD86, MHCⅡ were detected by flow cytometry in RAW264.7 cells treated with LPS and IFN-γ for 24h after transfection of miR-19a-3p inhibitor/iNC(a representative experiment, from three independent experiments). NC: miR-19a-3p mimics negative control, iNC: miR-19a-3p inhibitor negative control.

**Supplementary Figure 3 miR-19a-3p has no effect on the expression of** **arginase-1.**

RAW264.7 cells and BMDM cells transfected with miR-19a-3p mimics/NC or miR-19a-3p inhibitor/iNC for 24h, then stimulated with LPS plus IFN-γ for 24h. **(A, B)** *Arginase-1* were analyzed by qRT-PCR inRAW264.7 cells and BMDM derived macrophage (data were pooled from three independent experiments). **(C, D)** Western blot analysis the protein level of arginase-1 in RAW264.7 cells and BMDM derived macrophage (a representative blot, from three independent experiments). NC: miR-19a-3p mimics negative control, iNC: miR-19a-3p inhibitor negative control. Statistical significance was calculated using unpaired Student’s t-test or ANOVA followed by Bonferroni test. **P* < 0.05, ***P* < 0.01.

**Supplementary Figure 4** **miR-19a-3p inhibits the STAT1/IRF1 pathway in BMDM cells.**

BMDM cells were transfected with miR-19a-3p mimics/NC or miR-19a-3p inhibitor/iNC for 24h, then the cells were stimulated with LPS/IFN-γ for 24h. **(A, B)** *STAT1* and *IRF1* mRNA expression were detected by qRT-PCR (data were pooled from three independent experiments). **(C)** p-STAT1, STAT1, and IRF1 were measured by western blot (a representative blot, from three independent experiments). NC: miR-19a-3p mimics negative control, iNC: miR-19a-3p inhibitor negative control. Statistical significance was calculated using ANOVA followed by Bonferroni test. **P* < 0.05, ****P* < 0.001, *****P* < 0.0001.

**Supplementary Figure 5 miR-19a-3p has no effect on the expression of IRF4, IRF7, STAT3, STAT6.**

The mRNA level of *IRF4, IRF7, STAT3, STAT6* were detected in RAW264.7 cells transfected with miR-19a-3p mimics/NC or miR-19a-3p inhibitor/iNC for 24h, followed by stimulating with LPS/IFN-γ for 24h. NC: miR-19a-3p mimics negative control, iNC: miR-19a-3p inhibitor negative control. Statistical significance was calculated using ANOVA followed by Bonferroni test. **P* < 0.05, ****P* < 0.001, *****P* < 0.0001.

# Supplementary material for: MiR-19a-3p Suppresses M1 Macrophage Polarization by Inhibiting STAT1/IRF1 Pathway
**Source:** Front Pharmacol. 2021 May 4;12:614044. doi: 10.3389/fphar.2021.614044
**Supplement:** Supplementary file 7

**Figure 1C**

**iNOS**

The first line on the left is markers.

The fourth line on the left is the control group (RAW264.7).

The fifth line on the left is the LPS/IFN-γ treated RAW264.7 cells.

**p-STAT1**

The first line on the left and right are markers.

The fourth line on the left is the control group (RAW264.7).

The fifth line on the left is the LPS/IFN-γ treated RAW264.7 cells.

**STAT1**

The first line on the left and right are markers.

The fourth line on the left is the control group (RAW264.7).

The fifth line on the left is the LPS/IFN-γ treated RAW264.7 cells.

**GAPDH**

The third line on the left is the control group (RAW264.7).

The fourth line on the left is the LPS/IFN-γ treated RAW264.7 cells.

**Figure 3G**

**iNOS**

The third line on the right is RAW264.7 cells transfected with miR-19a-3p mimics negative control (NC) group.

The second line on the right is RAW264.7 cells transfected with NC, and then treated with LPS and IFN-γ group.

The first line on the right is RAW264.7 cells transfected with miR-19a-3p mimics, and then treated with LPS and IFN-γ group.

**GAPDH**

The third line on the right is RAW264.7 cells transfected with miR-19a-3p mimics negative control (NC) group.

The second line on the right is RAW264.7 cells transfected with NC, and then treated with LPS and IFN-γ group.

The first line on the right is RAW264.7 cells transfected with miR-19a-3p mimics, and then treated with LPS and IFN-γ group.

**Figure 3H**

**iNOS**

The third line on the right is RAW264.7 cells transfected with miR-19a-3p inhibitor negative control (iNC) group.

The second line on the right is RAW264.7 cells transfected with iNC, and then treated with LPS and IFN-γ group.

The first line on the right is RAW264.7 cells transfected with miR-19a-3p inhibitor, and then treated with LPS and IFN-γ group.

**GAPDH**

The third line on the right is RAW264.7 cells transfected with miR-19a-3p inhibitor negative control (iNC) group.

The second line on the right is RAW264.7 cells transfected with iNC, and then treated with LPS and IFN-γ group.

The first line on the right is RAW264.7 cells transfected with miR-19a-3p inhibitor, and then treated with LPS and IFN-γ group.

**Figure 4C Left (miR-19a-3p mimics group)**

**p-STAT1**

The first line on the left is RAW264.7 cells transfected with miR-19a-3p mimics negative control (NC) group.

The second line on the left is RAW264.7 cells transfected with NC, and then treated with LPS and IFN-γ group.

The third line on the left is RAW264.7 cells transfected with miR-19a-3p mimics, and then treated with LPS and IFN-γ group.

**STAT1**

The first line on the left is RAW264.7 cells transfected with miR-19a-3p mimics negative control (NC) group.

The second line on the left is RAW264.7 cells transfected with NC, and then treated with LPS and IFN-γ group.

The third line on the left is RAW264.7 cells transfected with miR-19a-3p mimics, and then treated with LPS and IFN-γ group.

**IRF1**

The third line on the right is RAW264.7 cells transfected with miR-19a-3p mimics negative control (NC) group.

The second line on the right is RAW264.7 cells transfected with NC, and then treated with LPS and IFN-γ group.

The first line on the right is RAW264.7 cells transfected with miR-19a-3p mimics, and then treated with LPS and IFN-γ group.

**GAPDH**

The first line on the left is RAW264.7 cells transfected with miR-19a-3p mimics negative control (NC) group.

The second line on the left is RAW264.7 cells transfected with NC, and then treated with LPS and IFN-γ group.

The third line on the left is RAW264.7 cells transfected with miR-19a-3p mimics, and then treated with LPS and IFN-γ group.

**Figure 4C Right (miR-19a-3p inhibitor group)**

**p-STAT1**

The fourth line on the left is RAW264.7 cells transfected with miR-19a-3p inhibitor negative control (iNC) group.

The fifth line on the left is RAW264.7 cells transfected with iNC, and then treated with LPS and IFN-γ group.

The sixth line on the left is RAW264.7 cells transfected with miR-19a-3p inhibitor, and then treated with LPS and IFN-γ group.

**STAT1**

The fourth line on the left is RAW264.7 cells transfected with miR-19a-3p inhibitor negative control (iNC) group.

The fifth line on the left is RAW264.7 cells transfected with iNC, and then treated with LPS and IFN-γ group.

The sixth line on the left is RAW264.7 cells transfected with miR-19a-3p inhibitor, and then treated with LPS and IFN-γ group.

**IRF1**

The third line on the right is RAW264.7 cells transfected with miR-19a-3p inhibitor negative control (iNC) group.

The second line on the right is RAW264.7 cells transfected with iNC, and then treated with LPS and IFN-γ group.

The first line on the right is RAW264.7 cells transfected with miR-19a-3p inhibitor, and then treated with LPS and IFN-γ group.

**GAPDH**

The fourth line on the left is RAW264.7 cells transfected with miR-19a-3p inhibitor negative control (iNC) group.

The fifth line on the left is RAW264.7 cells transfected with iNC, and then treated with LPS and IFN-γ group.

The sixth line on the left is RAW264.7 cells transfected with miR-19a-3p inhibitor, and then treated with LPS and IFN-γ group.

**Figure 5C**

**p-STAT1**

The first line on the left is co-transfected with mimics negative control (NC) and STAT1 vector plasmid and then treated with LPS and IFN-γ group.

The second line on the left is co-transfected with miR-19a-3p mimics and STAT1 vector plasmid and then treated with LPS and IFN-γ group.

The third line on the left is co-transfected with miR-19a-3p mimics and STAT1 overexpressed plasmid and then treated with LPS and IFN-γ group.

**STAT1**

The first line on the left is co-transfected with mimics negative control (NC) and STAT1 vector plasmid and then treated with LPS and IFN-γ group.

The second line on the left is co-transfected with miR-19a-3p mimics and STAT1 vector plasmid and then treated with LPS and IFN-γ group.

The third line on the left is co-transfected with miR-19a-3p mimics and STAT1 overexpressed plasmid and then treated with LPS and IFN-γ group.

**IRF1**

The first line on the left is co-transfected with mimics negative control (NC) and STAT1 vector plasmid and then treated with LPS and IFN-γ group.

The second line on the left is co-transfected with miR-19a-3p mimics and STAT1 vector plasmid and then treated with LPS and IFN-γ group.

The third line on the left is co-transfected with miR-19a-3p mimics and STAT1 overexpressed plasmid and then treated with LPS and IFN-γ group.

**GAPDH**

The first line on the left is co-transfected with mimics negative control (NC) and STAT1 vector plasmid and then treated with LPS and IFN-γ group.

The second line on the left is co-transfected with miR-19a-3p mimics and STAT1 vector plasmid and then treated with LPS and IFN-γ group.

The third line on the left is co-transfected with miR-19a-3p mimics and STAT1 overexpressed plasmid and then treated with LPS and IFN-γ group.

**Figure 7F**

**IRF1**

The third to fifth lines on the left are control mice group.

The sixth to the eighth lines on the left are the mice group that challenged with LPS.

**STAT1**

The first line on the left is marker.

The fourth to sixth lines on the left are control mice group.

The seventh to the ninth lines on the left are the mice group that challenged with LPS.

**GAPDH**

The third to fifth lines on the left are control mice group.

The sixth to the eighth lines on the left are the mice group that challenged with LPS.

**Figure 8F**

**IRF1**

The third to eighth lines on the left are agomiR NC group challenged with LPS.

The nineth to the fourteenth on the left are the agomiR-19a-3p group challenged with LPS.

**STAT1**

The first line on the left is marker.

The second to seventh lines on the left are agomiR NC group challenged with LPS.

The eighth to the thirteenth on the left are the agomiR-19a-3p group challenged with LPS.

**GAPDH**

The first to sixth lines on the left are agomiR NC group challenged with LPS.

The seventh to the twelfth on the left are the agomiR-19a-3p group challenged with LPS.

How the deposited data were processed for this re-analysis (not part of the article)

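Small RNA from RAW264.7 cells was measured on 6 one-colour Agilent mouse miRNA arrays, 3 of control cells and 3 of cells treated with 100 ng/ml LPS and 20 ng/ml IFN-γ for 24 h. Conditions and replicate numbers were taken from the sample labels and the paper's methods. The labels describe labelling with a kit for linear amplification of cRNA, whereas the array files name Agilent's miRNA protocol in their header. Which of them was used is not settled by the sources used here.

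The authors scanned the arrays and deposited the output of Feature Extraction 10.7.1.1, in which each spot has a background-subtracted processed signal intensity with no normalization between arrays, together with mean and background intensities, flags and a detection call per miRNA. The authors also deposited a table of log2 values with 1902 rows. Its columns share their mean of -2.34 and their highest value of 16.9, as quantile-normalized columns do, and their medians lie between -3.32 and -3.18. The method is not given in the sources used here: the paper refers to earlier work. Among detected miRNAs, the ranks of that table followed the sum of the totals of a miRNA's probes (Spearman's rho across miRNAs 0.989 to 0.995 per array) more closely than the software's total per miRNA (0.509 to 0.616). In the same files, the software's total per miRNA equalled the sum of the probe totals within 1% for 130, 185 and 192 of the detected miRNAs on the control arrays and for 139, 170 and 171 on the treated arrays, out of 190, 261, 275, 218, 247 and 254. The total per miRNA was therefore run only as the alternative set beforehand, and the sum of the probe totals was added as another.

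From the processed signal, control spots and spots flagged as outliers were left out. Of 58594 spots, 56430 were not control spots. The mean over the spots of a probe and then over the probes of a miRNA was taken, each array was divided by its 75th percentile over the miRNAs detected on all 6 arrays, and log2 was taken. A miRNA was tested if it was detected on all 6 arrays, which held for 170 of 1881 (9.04%). None of the tested signals was at or below 0 (0 values), so no floor was needed. Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without a trend, unpaired, with Benjamini-Hochberg adjustment. The methods name a 2-tailed Student test without saying for the arrays whether it was paired. Thresholds were an adjusted p of 0.05, and the fold of 2 with an unadjusted p of 0.05 that the paper states. Scan was fitted as a block, and the 5 arrays of the larger scan were also fitted alone. The other scan held only control replicate 1, so both fits compare the same 5 arrays. Because all arrays share 1 slide, slide needed no block. The permutation test took all splits of the 6 arrays into 3 and 3.

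Before the data were examined, 22 miRNA lists, the tests and the alternatives were fixed, as was the rule for the miRNAs to name. The rule named every miRNA that the paper names and the array holds, the 15 largest decreases and 10 largest increases among miRNAs past the adjusted p whose groups do not overlap, up to 4 members of each list with the smallest adjusted p, and the 5 largest bounds in each direction among miRNAs detected in 1 group only. Lists with at least 3 tested members were tested with camera at a preset correlation of 0.01 and with an estimated one. For a miRNA detected on all arrays of one group and on none of the other, a bound on the fold was computed from the mean log2 scaled signals. On each array where it was not detected, the higher of its own signal and the lowest signal among detected miRNAs was used.

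The alternatives covered the signal, the scaling, the background correction (normexp with an offset of 50), the probes of a miRNA, the filter on dim miRNAs, the authors' table, the test of the methods, an intensity trend, the replicate number and the scan as blocks, and leaving out each array. Array signals carry no counts, so the number of arrays limits the precision. The median of the mean spot signal over its background was 1.56 to 2.79 per array, and most miRNAs were near background. The calculation was tested on simulated data, with 170 miRNAs and 20 simulations of 3 arrays against 3. Of the miRNAs changed 1.5-fold, 47.5% passed the adjusted p in the right direction, and of those changed 2-fold and 4-fold, 82.5% and 99.6%. In the same simulations 1.94% of the unchanged miRNAs passed, and their median log2 fold change was -0.0996. The simulated noise was independent between miRNAs, all probes of a miRNA shared their value, and rises and falls were equal in number. No simulated array deviated from its group as a whole. These shares therefore need not hold on the real arrays. Near-identical probes were found by ungapped alignment with at most 3 differences over at least 12 bases. A group joined all probes linked through such pairs, so 2 of its members can differ by more. For miR-93-5p and miR-106b-5p it was 4 of 14 bases. The genome sequence was not used, so predicted binding sites in STAT1 were not analysed here. No qRT-PCR, protein or animal data were analysed here.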

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

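The tests on the spike-ins, on other scalings of the clusters and on near-identical probes were chosen after the results they bear on had been seen. With 3 arrays per group, no single array was tested as an outlier.

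Among miRNAs that the paper does not discuss, 9 of the 10 largest increases of the 170 tested were noted because a signal in data left out of the paper's text stood above the level of the control arrays. Their log2 fold changes were 3.07 for miR-125a-5p, 2.97 for miR-22-3p, 2.04 for miR-21a-5p, 1.96 for miR-99b-5p, 1.89 for let-7e-5p, 1.68 for miR-6931-5p, 1.59 for miR-466f-3p, 1.55 for miR-714 and 1.39 for miR-222-3p. Each was higher on 3 of 3 treated arrays than on every control array. The spots of miR-714 were well above background on 0 control and 0 treated arrays. The adjusted p was lost in 9 of 24 alternatives for miR-466f-3p, among them the scan block, in 5 of 24 for miR-714, and in 3 of 25 each for miR-21a-5p and miR-222-3p. For the other 5 it was lost in 1 alternative each. Over the alternatives, the ranges were 1.62 to 3.32 for miR-125a-5p, 2.25 to 3.21 for miR-22-3p, 1.08 to 2.49 for miR-21a-5p, 1.11 to 2.10 for let-7e-5p, 0.76 to 1.89 for miR-6931-5p, 0.28 to 1.84 for miR-466f-3p, 0.63 to 1.89 for miR-714 and 0.68 to 1.61 for miR-222-3p. miR-99b-5p ranged up to 2.72 and was lower only by the software's total per miRNA, at -3.20. On the control arrays that total was 242, 199 and 233 signal units for this miRNA, against sums of 7.21, 5.94 and 6.58 over its probes.

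Before scaling, the treated arrays were dimmer than the control arrays. The median signal of the 170 tested miRNAs differed by -0.51 on the log2 scale. Weaker hybridization or scanning would dim the hybridization spike-ins too, but these were brighter on every treated array than on every control array, by 0.14 on average and by at least 0.07. A lower labelling yield stays open. The labelling spike-ins differed by -0.26 on average, and by -0.06 without control replicate 1, and the groups overlapped, so labelling and a lower miRNA content of treated cells cannot be told apart. The content itself was not tested and remains a hypothesis.

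The joint fall of the Mirc1, Mirc2 and Mirc3 members was weighed next. An effect of the scaling would bring their median to 0 under some other scaling. Under 5 others, 1 of them added later, the median was at most -1.75, with all 10 members lower each time. These scalings do not decide the question. The median log2 fold change of all tested miRNAs was 0.29 in the reported fit and -0.43 to 0.07 under the 5, so they move fold changes mostly downward and could hardly reach 0. They show only that the members' median lay below that of all tested miRNAs under each scaling. A single abundant miRNA read by all the other probes would need 1 group of near-identical probes, but members at least 2-fold lower lay in 3 such groups. Within such a group the question stays open. miR-19a-3p and miR-20b-5p differ from miR-19b-3p and miR-20a-5p by 1 base of the probes, and the log2 fold changes of a pair differed by 0.065 or less, so the fall of one cannot be told apart from signal of the other. An effect of the treatment on transcription or on maturation of these miRNAs was not tested.

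Of the Sfmbt2 cluster, 6 of 8 tested members were higher, and were brightest on treated replicate 1. With the scan as a block, the 6 had smaller log2 fold changes, 1.04 to 1.17 against 1.25 to 1.59, with adjusted p of 0.058 to 0.071, and 0 of the 8 passed. Within the scan of 5 arrays, 7 of the 8 passed. The block compares these same 5 arrays, so the results differ only through the scaling and the miRNAs tested. Scaling as the source stays open, because without scaling the median was 0.59 but 0 of the 8 passed the adjusted p. Signal of 1 miRNA on the probes of the others also stays open, since only 1 group of near-identical probes held at least 2 of the called members, and it held all 6. The called members therefore count as 1 observation. An effect of the treatment on this cluster was not tested apart from these.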

How the results depend on the processing

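The alternatives were set before the data were examined, except scaling on the labelling spike-ins, the sum of the probe totals, the authors' table with the methods' t-test, and leaving out arrays for the miRNAs detected in 1 group and for the ranges of the 6 miRNAs. Causes were not tested unless one is given.

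miR-19a-3p was lower under all 25 alternatives, with log2 fold changes from -2.28 to -0.70 and adjusted p from 2.1e-07 to 0.46. It passed the adjusted p under 24 of them. The exception was the fit with no filter, with -1.56, in which 1881 miRNAs were tested in place of 170. In that fit, 1 miRNA passed the adjusted p, 1 higher and 0 lower, and also with the fold threshold, 1 higher and 0 lower, while 66 passed the fold threshold and unadjusted p. All 6 predicted miRNAs stayed among the 15 largest decreases, apart from 5 by the software's total per miRNA, 4 with normexp and 5 with the stricter call of detection.

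Scaling moved the counts because most scalings shift all fold changes of an array by 1 amount. Higher miRNAs past the adjusted p numbered 50 in the reported fit, 22 with the 75th percentile over all miRNAs, 30 with quantile normalization, 8 without scaling and 8 with the labelling spike-ins. The spike-ins also gave 35 in all and 27 lower. At the fold threshold and unadjusted p, the percentile over all miRNAs gave 9 higher and 38 lower, the median 19 higher, no scaling 6 and 46, and the spike-ins 9 and 37. At the fold threshold and adjusted p, these were 9 and 38, and 6 and 46, with 15 higher after quantile normalization and 8 with the spike-ins. The median log2 fold change of all tested miRNAs was -0.23, 0.03, 0.07, -0.43 and -0.18 with the percentile over all, quantile, median, none and the spike-ins. The sum of the probe totals gave 92 miRNAs past the adjusted p, as in the reported fit.

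Other choices moved counts too. With normexp, whose offset narrows the folds of dim miRNAs, 15 miRNAs passed the fold threshold, 6 higher and 9 lower, with the unadjusted and the adjusted p alike. With detection called by spots well above background, 99 miRNAs were tested, 27 were lower at the adjusted p, 35 passed the fold threshold and unadjusted p, and 14 were lower at the fold threshold by either p. With miRNAs detected on all arrays of 1 group, 229 were tested, and 78 were higher at the adjusted p, 48 at the fold threshold and 44 with both. The software's total per miRNA gave 17 higher at the fold threshold by either p. The methods' t-test passed 63 after Benjamini-Hochberg, 22 of them higher, 14 with the fold threshold, and 50 at the paper's thresholds. On the authors' table it passed 60 after adjustment, 21 higher and 12 higher with the fold threshold, and 17 higher at the paper's thresholds.

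Leaving out 1 array at a time gave 52 to 130 miRNAs past the adjusted p, 18 to 96 of them higher and 34 to 50 lower. At the fold threshold and unadjusted p it gave 41 to 70, 14 to 50 higher and 20 to 27 lower, and with the adjusted p 36 to 70, 13 to 50 higher and 20 to 27 lower. The lowest number past the adjusted p, 52, with 18 higher, came without control replicate 3, and the highest without control replicate 1, when 195 miRNAs were tested. Without control replicate 2, 33 were higher. The fewest higher at the fold threshold and unadjusted p, 14, came without treated replicate 1. With both criteria, 13 were higher without control replicate 3 and 14 without treated replicate 1. The miRNAs detected in 1 group, 8 in the reported count, numbered 8 to 23, with 4 to 11 in treated cells only and 4 to 19 in control cells only. Control replicate 1 had the fewest detected miRNAs, and leaving it out gave 23 and 19. Without control replicate 3 there were 15, with 11 in treated cells only, and without control replicate 2 there were 7 in treated cells only. By spots well above background, 2 were in treated cells only, miR-155-5p and miR-7045-5p, neither of them among the 8 of the reported count.

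Of 12 lists, 8 passed in the reported test, 5 with the software's total per miRNA and 0 with an estimated correlation. The 8 include the 6 predicted miRNAs, which the study chose on these samples. They also include Mirc1 and Mirc3, which share members with those 6. For Mirc3 the estimated correlation, 0.0031, was below the preset 0.01, yet its unadjusted p from camera rose from 0.0017 to 0.032. A higher correlation is therefore not the reason for Mirc3. For the miR-30 family the estimate was -0.30, and the unadjusted p from camera rose from 0.064 to 0.13. The loss of passes with an estimated correlation is therefore not shown to come from correlation between members. By the software's total, Mirc3 had a median of 0.28. Of the other 5 predicted miRNAs, 2 had a narrower range of ratios than miR-19a-3p, against 4 by the software's total and 4 after quantile normalization.

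Among single miRNAs named in the text, 33 values changed sign. By the software's total, which is not the sum of the probe totals for many miRNAs, miR-93-5p was 0.28, miR-25-3p 2.39, miR-99b-5p -3.20, miR-125b-5p -0.046, miR-30c-5p 0.58, miR-30b-5p -0.25, miR-467f -0.47 and miR-466q -0.99. miR-125b-5p and miR-30b-5p, both at 0.03 in the reported fit, were -0.49 and -0.49 with the percentile over all miRNAs, -0.19 and -0.19 with the median, -0.69 and -0.69 without scaling, -0.0033 and -0.10 with the scan block, -0.0214 and -0.0216 without treated replicate 3, and -0.43 and -0.43 with the spike-ins. miR-125b-5p was -0.0508 with normexp. Leaving out 1 array at a time gave -0.0214 to 0.0955 for miR-125b-5p, -0.0216 to 0.117 for miR-30b-5p and -0.139 to 0.0751 for miR-30d-5p. miR-30b-5p was -0.28 after quantile normalization, -4.4e-04 with the brightest probe, and -0.32 in the authors' table with either test. miR-322-5p, at 0.45, was -0.0712, -0.27 and -0.0128 with the percentile over all, no scaling and the spike-ins. miR-30d-5p, at -0.09, was 0.15 with normexp, 0.12 with the stricter detection and 0.0751 without control replicate 1. Without scaling, miR-29b-3p was -0.0860 and miR-494-3p -0.0888. Of the other values of named miRNAs, 1042 kept direction and side of the threshold, 137 fell short of it and 2 newly passed it.

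The paper speaks of 3 pairs of treated and untreated cells, and whether the replicate numbers pair the arrays stays open. Deviations of same-numbered arrays from their group means correlated at -0.03, -0.17 and 0.19 across miRNAs, and the highest correlation, 0.29, was between control replicate 3 and treated replicate 2. Deviations within 3 arrays sum to 0 and a single array can dominate them, so these correlations cannot show or exclude pairing. With the replicate block, 111 miRNAs passed the adjusted p, 69 higher and 42 lower, against 92 without it.

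The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 92 miRNAs past the adjusted p, 54 at the fold threshold and unadjusted p, and 50 with both, and the highest of the other splits gave 0 each time, so 1 of 10 splits reached the real value. For lists past the adjusted p, the real split gave 8, the highest other 8, and 3 of 10 splits reached it. Each of the other splits passed at least 2 lists. Each sets 2 control and 1 treated array against 1 control and 2 treated, so part of the treatment difference stays in it. That difference also widens the spread within its groups. The other splits therefore show neither how many miRNAs nor how many lists pass where no treatment difference exists. The signal over background limits the rest, since 300 of 1881 miRNAs were detected on any array.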

Differences from the paper's values

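The authors' table with the methods' t-test was the only test in this part chosen after the result was seen.

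At the paper's thresholds of 2-fold and an unadjusted p of 0.05, 31 miRNAs were higher, against the paper's 17. Of the alternatives set before the data were examined, the software's total per miRNA (17), quantile normalization (21), median scaling (19), detection by spots well above background (21), the authors' table tested with limma (23), and leaving out control replicate 3 (24) or treated replicate 1 (14) gave a count within 1.5 times the paper's. The percentile over all miRNAs (9), no scaling (6), normexp (6), the brightest probe (32), the mean of log2 probe signals (34), detection on all arrays of 1 group (48), no filter (35), the methods' t-test (27), the intensity trend (31), the replicate block (31), the scan block (32), and leaving out control replicate 1 (50), control replicate 2 (26), treated replicate 2 (34) or treated replicate 3 (37) did not. The counts of all miRNAs, 54 here and the paper's 44, and of lower ones, 23 here and the paper's 27, were within 1.5 times of each other. The authors' deposited table with the methods' t-test over the 170 miRNAs gave 44 in all, 17 higher and 27 lower, the paper's counts. It was chosen after seeing the values and drops 0 of the 6 miRNAs that the paper names among its decreased ones.

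The paper calls miR-19a-3p the most stably lowered of the 6 predicted miRNAs, from qRT-PCR. On the arrays it ranked 3 of 6 by the width of its ratios, after miR-19b-3p and miR-20b-5p, and had the smallest gap between control and treated arrays, 1.33 on the log2 scale. Its treated arrays had the smallest SD of the 6. Both depend on the scaling, since after quantile normalization that SD ranked 4 of 6 and miR-19b-3p had a smaller gap, 1.05 against 1.21. In Fig. 2B it has the lowest mean ratio of the 6. Its array ratio was 0.340, and only that of miR-19b-3p was higher, at 0.356. The direction of all 6 was the paper's. The assays differ.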

Other observations

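Apart from miR-155-5p and miR-221-3p, which were picked later, the tests in this part were set before the results were seen.

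Lists fixed beforehand that are not described elsewhere gave these counts of tested members past the adjusted p. Of 9 let-7 family members, 8 were tested, and 7 were lower and 1, let-7e-5p, was higher (median log2 fold change -0.64, adjusted p = 0.0093 from the list test, 0.31 with an estimated correlation). The lower members included let-7c-5p, let-7d-5p and let-7b-5p at -1.11, -0.92 and -1.12. Of 11 members of the miR-23, miR-27 and miR-24 clusters, 5 were tested and 5 were lower, among them miR-27b-3p, miR-27a-3p, miR-23b-3p and miR-23a-3p (median -1.12, adjusted p = 0.0013, 0.24 with an estimated correlation). The remaining member, miR-24-3p, was at -0.33 and lost its call with the scan block (adjusted p = 0.056 from limma) and within the scan of 5 arrays (adjusted p = 0.35 from limma). Of 6 members of the miR-15 and miR-16 family, 4 were tested. miR-15b-5p, miR-16-5p and miR-15a-5p were lower and miR-322-5p was higher (median -0.73, adjusted p = 0.060). The call of miR-322-5p was kept in 9 of 25 alternatives, and without scaling it was at -0.27. All 3 of the miR-29 family were higher, with miR-29a-3p at 1.16, miR-29c-3p at 1.01 and miR-29b-3p at 0.63 (adjusted p = 0.060 for the list). Without scaling none of these 3 passed the adjusted p and miR-29b-3p changed sign, to -0.0860. miR-29b-3p kept its call in 9 of 25 alternatives, and lost it with the scan block (adjusted p = 0.096 from limma) and within the scan of 5 arrays (adjusted p = 0.063 from limma). Of 7 of the miR-30 family, 4 were tested and 2 were lower, miR-30c-5p and miR-30a-5p (median -0.62, adjusted p = 0.070). No member of 4 of the miR-181 family was tested (0), and of 17 of the Dlk1-Dio3 region 1 was tested, miR-494-3p, at 0.63, which without scaling was -0.0888. None of these list calls held with an estimated correlation, where the smallest adjusted p of all lists was 0.094.

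Markers of other cell types were near absence. Those of epithelial, muscle, erythroid, lymphoid and liver cells were detected on no array (0 of 7, 0 of 4, 0 of 3, 0 of 1 and 0 of 1), and of fibroblasts 1 of 5 and of embryonic stem cells 1 of 8 was detected on some array. None was tested.

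Of the other miRNAs that the paper names, this mouse array holds 5, and 3 of these were tested. miR-146a-5p rose by 2.09, and miR-99a-5p and miR-30a-5p were at -1.17 and -1.17 (adjusted p = 0.0028 and 4.6e-04 from limma). miR-145a-5p and miR-499-5p were detected on 0 control and 0 treated arrays.

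Some miRNAs were detected on all 3 arrays of one group and on none of the other. Treated cells alone had miR-6906-5p, at least 4.79-fold higher, miR-7653-5p, at least 4.18-fold higher, miR-6929-3p, at least 3.28-fold higher, and miR-291b-5p, at least 1.83-fold higher. Control cells alone had miR-17-5p, given above, miR-378d, at least 2.49-fold higher there, miR-181b-5p, at least 2.29-fold, and miR-185-5p, at least 1.54-fold. All of these were dim. By spots well above background, none of them was called on all 3 arrays of one group and on none of the other. Spots of miR-291b-5p and miR-185-5p were well above background on 0 control and 0 treated arrays.

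Outside the rule for naming, and chosen after its values were seen, miR-155-5p was detected on 3 treated arrays and 1 control array, and its spots were well above background on 3 treated arrays and 0 control arrays. By that call it was at least 32.6-fold higher in treated cells. miR-221-3p, also chosen after its value was seen, was at -0.52 (adjusted p = 0.011 from limma), while miR-222-3p rose by 1.39.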
